# Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics

**DOI:** 10.7554/eLife.86273

**Published:** 2023-04-24

**Authors:** Vijyendra Ramesh, Fang Liu, Melyssa S Minto, Urann Chan, Anne E West

**Keywords:** chromatin, cerebellum, polycomb, transcription, Kdm6b, Mouse

## Abstract

The functional maturation of neurons is a prolonged process that extends past the mitotic exit and is mediated by the chromatin-dependent orchestration of gene transcription programs. We find that expression of this maturation gene program in mouse cerebellar granule neurons (CGNs) requires dynamic changes in the genomic distribution of histone H3 lysine 27 trimethylation (H3K27me3), demonstrating a function for this chromatin modification beyond its role in cell fate specification. The developmental loss of H3K27me3 at promoters of genes activated as CGNs mature is facilitated by the lysine demethylase and ASD-risk gene, Kdm6b. Interestingly, inhibition of the H3K27 methyltransferase EZH2 in newborn CGNs not only blocks the repression of progenitor genes but also impairs the induction of mature CGN genes, showing the importance of bidirectional H3K27me3 regulation across the genome. These data demonstrate that H3K27me3 turnover in developing postmitotic neurons regulates the temporal coordination of gene expression programs that underlie functional neuronal maturation.

## Introduction

Cell identity is determined during differentiation by the coordinated actions of chromatin regulatory factors, which serve to establish the accessibility of gene regulatory elements that control the transcription of cell-type specific genes. Histone proteins play a key role in determining the architecture of chromatin, and specific post-translational modifications of the histones are tightly associated with the transcriptional state of a given locus or gene (Hyun et al., 2017). Among these modifications, histone methylation occurs on lysine and arginine residues of specific histones, and has roles in both gene activation and repression (Jambhekar et al., 2019), and acts to alter gene transcription by recruiting the site-specific binding of effector proteins that carry out specialized functions (Daniel et al., 2005). H3K27me3 is a repressive histone modification that is best known for its role during cell-fate determination (van Mierlo et al., 2019). H3K27 methylation is deposited by the Polycomb repressive complex 2 (PRC2) lysine methyltransferases EZH1 and EZH2 (O’Carroll et al., 2001; Voncken et al., 2003). H3K27me3 can be enzymatically removed by the H3K27-specific lysine demethylases KDM6A (UTX) and KDM6B (JMJD3) (Swigut and Wysocka, 2007). In mice, null mutations in *Ezh2* result in early embryonic lethality (O’Carroll et al., 2001), *Kdm6a* knockouts show severely impaired mid-gestational development (Welstead et al., 2012), and *Kdm6b* knockouts die at birth (Burgold et al., 2012) suggesting the physiological importance of H3K27me3 regulation for mammalian embryonic development.

Neurons are born very early in their overall lifespan, and they undergo significant transcriptional and functional changes during the postmitotic stages of their developmental maturation. The enzymes that write and erase H3K27me3 remain expressed in neurons both during postnatal stages of development and in the adult brain (Wijayatunge et al., 2014; Wijayatunge et al., 2018), suggesting that they have functions beyond fate determination that remain to be understood. Conditional deletion of both *Ezh1* and *Ezh2* in neurons of the adult mouse causes a slow global loss of H3K27me3 as well as progressive neurodegeneration and death showing the importance of these enzymes in adult neurons (von Schimmelmann et al., 2016). One possibility is that H3K27me3 is required for fate maintenance. For example, deleting EED in developing postmitotic dopamine or serotonin neurons in vivo leads not only to the loss of H3K27me3 but also to reduced expression of the enzymes that define the transmitter phenotype of these neuromodulatory neurons (Toskas et al., 2022). Other studies suggest that H3K27me3 might be required in terminally differentiated neurons to persistently repress genes that have the potential to drive trans-differentiation to alternate cell fates (Ferrai et al., 2017; von Schimmelmann et al., 2016).

The global depletion of H3K27me3 in postmitotic neurons takes months to appear after the deletion of EZH1/2 (von Schimmelmann et al., 2016) revealing that this histone modification is remarkably stable across the bulk of the genome. Although histone replacement is a major mechanism of H3K27me3 removal in dividing cells (Shpargel et al., 2014), histone turnover is very slow in postmitotic neurons (Maze et al., 2015). Interestingly, H3K27-selective lysine demethylases are widely expressed in the adult brain suggesting that these enzymes may have a particularly important role in the local regulation of histone methylation patterns in postmitotic cells (Swahari and West, 2019). Both *Kdm6a* and *Kdm6b* are expressed in neurons over the course of brain development, though only *Kdm6b* shows enhanced expression following exposure of cells to neuronal differentiation cues (Burgold et al., 2008; De Santa et al., 2009; Jepsen et al., 2007; Wijayatunge et al., 2018). Germline knockout of *Kdm6b* does not impair the gross architecture of the embryonic brain, but it does result in perinatal lethality caused by disruption of the functional maturation of a respiratory circuit that is required for proper breathing after birth (Burgold et al., 2012). This phenotype arises as a result of the lost demethylase function of Kdm6b, because survival cannot be rescued by transgenic expression of a demethylase-dead Kdm6b in the knockout mice (Burgold et al., 2012). These data are important because they suggest that demethylation mediated by Kdm6b is essential for the proper function of postmitotic neurons. Chromatin regulators are one of the major classes of genes associated with autism spectrum disorder (ASD) and notably *KDM6B* has been identified as a high-confidence ASD risk gene in humans (Satterstrom et al., 2020). *Kdm6b* haploinsufficiency in mice is associated with ASD-like impairments in sociability suggesting its importance for proper social network function in the adult brain (Gao et al., 2022), however, the underlying chromatin and transcriptional mechanisms of these Kdm6b mutation phenotypes remain to be elucidated.

We use CGNs to model neurodevelopment because they comprise more than 99% of all neurons (Consalez et al., 2021) and 85% of cells (Altman and Bayer, 1997) in the cerebellum, enabling the in vivo comparison of chromatin across CGN developmental states with limited contamination from other cell types. When purified and placed in ex vivo culture, CGN progenitors coordinately exit the cell cycle, minimizing heterogeneity of cell developmental stage across the population (Fogarty et al., 2007). In both preparations, gene transcription programs change over time coincident with changes in CGN biology (e.g*.* proliferation, migration, synapse formation, and synapse maturation Frank et al., 2015; Sathyanesan et al., 2019). We previously showed that loss of *Kdm6a/b* had no effect on postnatal morphogenesis of the cerebellum, demonstrating these enzymes are not required in vivo for the regulation of CGN progenitor proliferation (Wijayatunge et al., 2018). However, knockdown of *Kdm6b* in cultured CGNs impaired the developmental induction of genes during the period of postmitotic neuronal maturation (Wijayatunge et al., 2018). Based on these data, we hypothesized that H3K27me3 may serve as a temporal gatekeeper of these maturation genes, delaying their activation beyond the immediate period of terminal differentiation to the neuronal fate.

Here to directly test the hypothesis that H3K27me3 regulation serves as a mechanism of neuronal maturation we determined the role of H3K27me3 dynamics in changing programs of gene transcription in postmitotic CGNs. We used ChIP-seq and a CUT&RUN time course study to identify the genomic location and timing of differential sites of H3K27me3 enrichment across the genome of fate-committed CGNs developing in vivo and in culture. We observed that H3K27me3 distributions continue to change even after fate-committed CGN progenitors exit the cell cycle, and that the loss of H3K27me3 at gene promoters is associated with the activation of genes induced as neurons mature. We also found a smaller subset of differential H3K27me3 peaks that occur at poised enhancers, which are dually marked by H3K27me3 and H3K4me1 and inversely correlated over time with H3K27ac enrichment. We used both genetic and pharmacological approaches to disrupt the action of H3K27me3 regulatory enzymes and show evidence of roles for both the lysine demethylase KDM6B and the lysine methyltransferase EZH2 in the induction of a postmitotic program of gene transcription that underlies functional maturation of CGNs. Taken together, our data advance our understanding of how programs of gene expression are temporally orchestrated by changing H3K27me3 distributions in the chromatin of maturing neurons.

## Results

### Cerebellar maturation involves dynamic, genome-wide changes in H3K27me3 distribution

To measure H3K27me3 dynamics during cerebellar maturation in vivo, we harvested cerebellar cortex from C57BL/6NCrl mice at postnatal days 7, 14, and 60 (Figure 1A). At P7, about half of all granule cells in the mouse cerebellum are proliferating granule neuron precursors (GNPs) whereas the rest are immature, postmitotic cerebellar granule neurons (CGNs). By P14 GNP cell division has ceased, and the cerebellum is composed of immature postmitotic CGNs that are migrating to the inner granule layer (IGL) where they receive synapses and fully mature by P60 (Altman and Bayer, 1997; Frank et al., 2015). Western blot of acid-extracted histones showed a significant global increase in total H3K27me3 levels from P7 to P14 that was maintained at P60 (Figure 1B), whereas total H3K27ac fell in a similar temporal pattern (Figure 1—figure supplement 1A). These data are consistent with the PRC2-dependent restriction of cell potential upon terminal differentiation (van Mierlo et al., 2019).

**Figure 1.**
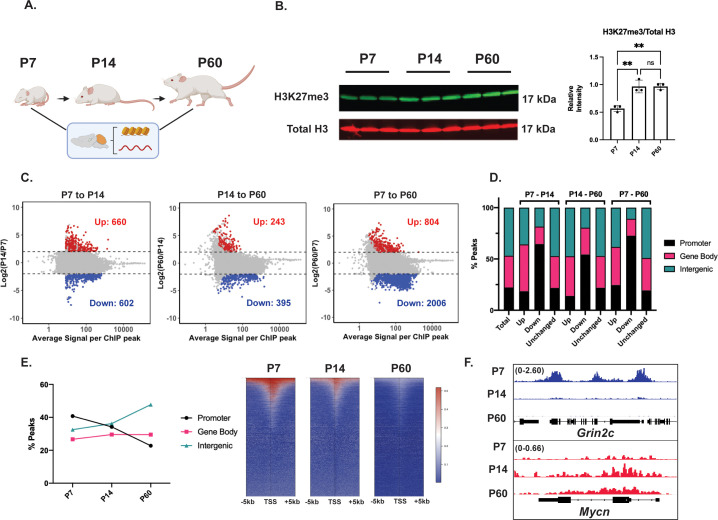
The maturing mouse cerebellum undergoes a genome-wide redistribution of histone H3 lysine 27 trimethylation (H3K27me3). (**A**) Mice were sacrificed at postnatal days 7, 14, and 60 after which cerebellar tissue was dissected out and processed to harvest histones, chromatin, and RNA. (**B**) (Left) Western blot of acid extracted histone from cerebellar tissue for H3K27me3 and total Histone H3 (n=3 biological replicates), (Right) Quantification of Western Blot, one-way ANOVA, ** indicates p<0.005. (**C**) MA plots showing H3K27me3 peaks gained (Up) and lost (Down) throughout cerebellar maturation in vivo (n=3 biological replicates, differential enrichment calculated using DESeq2 package. Up and Down are loci with FDR <0.05 and |L2FC|>2). (**D**) Percentage of differential H3K27me3 peaks between P7-P14, P14-P60, and P7-P60, annotated by genomic region. Annotation performed using ChIPseeker package, TSS +/− 3000 bp; ‘Total’ represents consensus H3K27me3 peaks across P7, P14, and P60. (**E**) (Left) Percentage of H3K27me3 peaks annotated by genomic region, (Right) Heatmap of H3K27me3 peaks centered around genes with H3K27me3 peaks TSS +/− 5000 *bp*. (**F**) ChIP-seq tracks for example ‘Down’ gene *Grin2c* (Upper) and ‘Up’ gene *Myc* (lower). The numbers at the top of each track indicate the y-axis scale, which is fixed for all tracks in the same set. Source Data. Figure 1—source data 1.Uncropped annotated blot of the image depicted in Figure 1B (short exposure). Figure 1—source data 2.Uncropped annotated blot of the image depicted in Figure 1B (long exposure).

**Figure 1—figure supplement 1.**
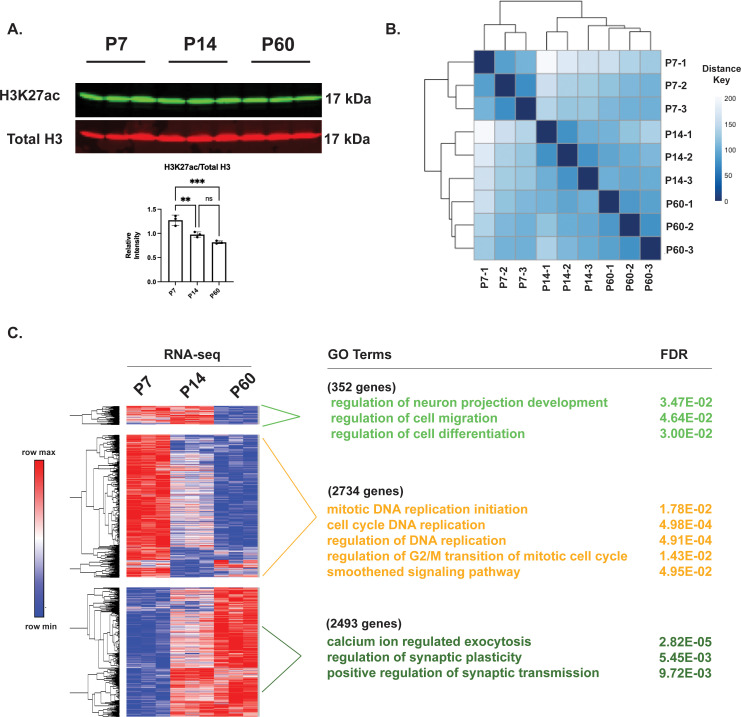
Histone H3 lysine 27 trimethylation (H3K27me3) ChIP-seq and RNA-seq profile of the developing cerebellum in vivo. (**A**) (upper) Western blot of acid extracted histone from cerebellar tissue for H3K27ac and total Histone H3 (n=3 biological replicates), (lower) Quantification of Western Blot, one-way ANOVA, ** indicates p<0.005, *** indicates p<0.001. (**B**) Sample to Sample Distance plot for H3K27me3 ChIP-seq peaks for P7, P14, and P60 tissues and their three biological replicates. (**C**) (Left) Heatmap of Spearman rank correlated, hierarchically clustered VST-transformed DESeq2-normalized RNA-seq counts for significantly different genes from P7-P60, (Right) Corresponding Gene Ontology (GO) Terms and FDR associated with each cluster. Figure 1—figure supplement 1—source data 1.Uncropped annotated blots of the image depicted in Figure 1—figure supplement 1A (short exposure). Figure 1—figure supplement 1—source data 2.Uncropped annotated blots of the image depicted in Figure 1—figure supplement 1A (long exposure).

However, when we assessed the genomic location of H3K27me3 by ChIP-seq (Figure 1C–F; Figure 1—figure supplement 1B) we observed a more complex pattern. We found local losses as well as gains in H3K27me3 enrichment at different sites between developmental stages (Figure 1C). This was true even when comparing P14 with P60 (Figure 1C), demonstrating that bidirectional changes in H3K27me3 distributions occur during postmitotic stages of neuronal maturation, well after the period of terminal cell fate commitment has ended (Figure 1—figure supplement 1C). We stratified differential H3K27me3 ChIP-seq peaks by their genomic location with respect to proximal gene promoters, gene bodies, or intergenic regions (Figure 1D), and found a consistent overrepresentation of proximal gene promoters among developmentally demethylated peaks for all three comparisons. By contrast, H3K27me3 ChIP-seq peaks differentially gained between all three comparisons did not differ from the global distribution of H3K27me3, which was distributed across gene-body and distal intergenic regions as well as proximal promoters. The percentage of total H3K27me3-positive promoters gradually decreased by ~ twofold from P7 to P60, while that of H3K27me3-positive distal intergenic regions increased, and that of gene bodies stayed about the same over time (Figure 1E). Additionally, the total number of H3K27me3 peaks called centered within a 5 kb window around the TSS of genes annotated with H3K27me3 appeared to gradually decrease from P7 to P60 (Figure 1E). These data demonstrate that in CGNs H3K27me3 patterns are locally regulated in postmitotic neurons, suggesting a function for H3K27me3-dependent gene regulation in developing neurons that extends beyond the restriction of cell fate commitment.

### H3K27me3 dynamics at promoters during cerebellar maturation inversely correlate with H3K4me3 enrichment and gene expression

We identified 3618 differential H3K27me3 peaks across all time points using a strict cut-off of |Log_2_FC|>2, p-adj <0.05. We first filtered these for promoters because these regions can be directly mapped to their target gene for transcriptional regulation and obtained 1805 peaks. We then asked whether peaks that were up- and downregulated over stages of CGN differentiation were found at genes that can be stratified according to cellular function. Examples of genes with promoter-associated peaks lost or gained from P7 to P60, respectively, were the genes encoding the mature NMDA-type glutamate receptor *Grin2c* which is strongly expressed in mature CGNs (Wijayatunge et al., 2018) and the cell-proliferation factor *Mycn,* which is expressed only in GNPs (Ma et al., 2015; Figure 1F). This is consistent with the hypothesis that changes in the levels of promoter H3K27me3 inversely correlate with changes in gene expression over development.

To determine if the correlation of H3K27me3 demethylation with transcriptional maturation holds broadly, we first performed hierarchical clustering on the 1805 differential H3K27me3 promoter peaks and identified three major clusters with differing direction and timing of change (Figure 2A). The first cluster, which we termed ‘H3K27me3 Up,’ contained peaks that gained methylation as early as P14 and maintained methylation during CGN maturation. The next two clusters included demethylated peaks, that we termed ‘H3K27me3 Down (Fast)’ and ‘H3K27me3 Down (Slow)’, respectively, depending on whether they changed between P7 and P14 or between P14 and P60. Because H3K27me3 at promoters has been associated with H3K4me3 bivalency during cell-fate specification (Bernstein et al., 2006), a state that is thought to poise genes for later activation, we next asked whether the presence of H3K27me3 at these gene promoters was associated with H3K4me3. We downloaded H3K4me3 ChIP-seq data from P6 and P22 mouse cerebellar tissue (Yamada et al., 2014), and compared both the presence and the levels of H3K4me3 across development at promoters of genes within the differential H3K27me3 clusters (Figure 2A). Regardless of their H3K27me3 dynamics, most of these promoters had peaks of H3K4me3 at both P6 and P22 (Figure 2B). However, these data also show that, compared with the set of promoters that have unchanged H3K27me3 over development, there was a significant decrease in H3K4me3 levels over time at promoters that gain H3K27me3, whereas there is a significant increase in H3K4me3 at promoters that lose H3K27me3 (Figure 2B). Further consistent with the hypothesis that turnover of promoter H3K27me3 permits promoter activation, we saw an inverse correlation between changes in H3K27me3 and enrichment of the active chromatin marker H3K27ac as well as chromatin accessibility (Frank et al., 2015) at the same promoters (Figure 2—figure supplement 1).

**Figure 2.**
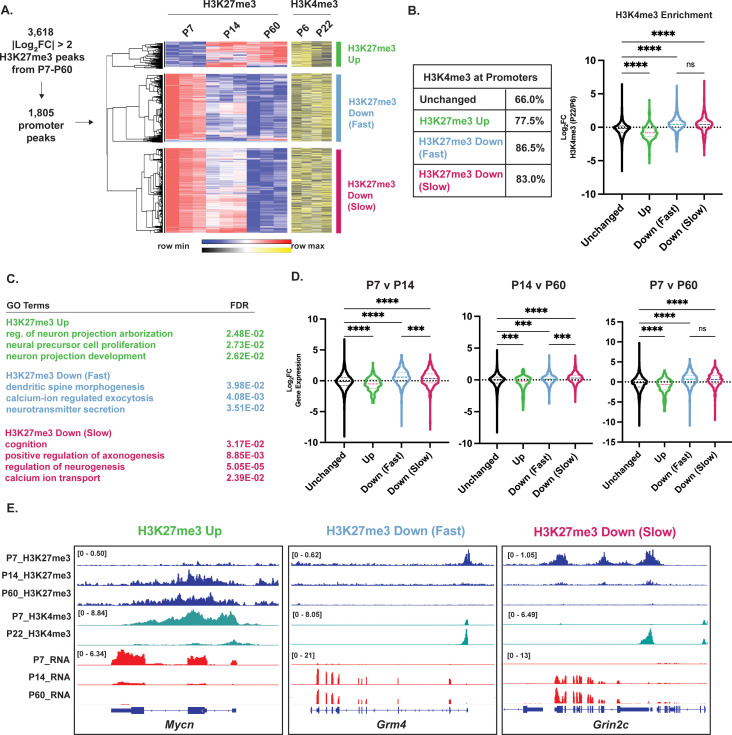
Differential histone H3 lysine 27 trimethylation (H3K27me3) promoters cluster by turnover kinetics and correlate with cerebellar granule neuron (CGN) maturation gene expression. (**A**) Differential H3K27me3 peaks across P7 to P60 were filtered for promoter-associated peaks, followed by the hierarchical clustering with Pearson correlation, of their VST-transformed DESeq2-normalized counts (left) from P7-P60, and corresponding VST-transformed DESeq2-normalized counts for H3K4me3 from P6-P22 (adapted from Yamada et al., 2014). (**B**) (left) Table showing percent overlap of promoters in clusters described in A with promoters with H3K4me3. (right) Violin plot showing the distribution of Log2FC of H3K4me3 (P22/P6) as a function of clustering performed in A, (one-way ANOVA, **** indicates p<0.0001). (**C**) Gene Ontology (GO) Terms associated with the nearest gene and FDR for clusters described in A. (**D**) Violin plot showing the distribution of Log2FC of gene expression, measured by RNA-seq as a function of clustering performed in A, and genes with unchanged H3K27me3 across developmental time (one-way ANOVA, **p<0.005, ***p<0.001, ****p<0.0001). (**E**) Example H3K27me3 (blue) and H3K4me3 (green) ChIP-seq and RNA-seq (red) tracks belonging to CGN maturation genes within clusters described in A, at *Mycn*, *Grm4,* and *Grin2c* loci. The numbers at the top of each track indicate the y-axis scale, which is fixed for all tracks in the same set.

**Figure 2—figure supplement 1.**
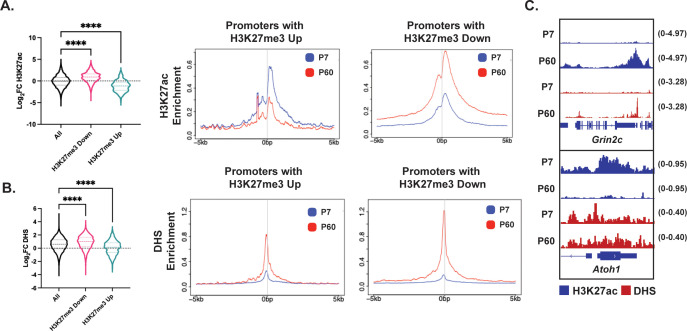
Histone H3 lysine 27 trimethylation (H3K27me3) removal is followed by a gain of H3K27ac and chromatin accessibility at gene promoters. (**A**) (Left) Distribution of Log_2_Fold Change of H3K27ac enrichment as a function of H3K27me3 Down and H3K27me3 Up described in Figure 2 (one-way ANOVA, **** indicates p<0.0001); and (Right) Metagene plots showing H3K27ac ChIP-seq signal at genes with H3K27me3 Up and H3K27me3 Down. (**B**) (Left) Distribution of Log_2_Fold Change of DNase Hypersensitivity as a function of H3K27me3 Down and H3K27me3 Up described in Figure 2 (one-way ANOVA, **** indicates p<0.0001); and (Right) Metagene plots showing DNAse-seq signal at genes with H3K27me3 Up and H3K27me3 Down. (**C**) H3K27ac ChIP-seq and DNAse-seq tracks at P7 and P60 at synaptic gene *Grin2c* (upper), and early gene *Atoh1* (lower).

**Figure 2—figure supplement 2.**
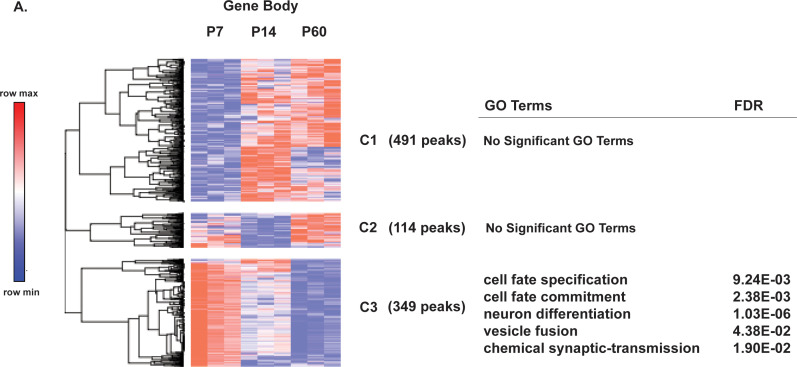
Differential histone H3 lysine 27 trimethylation (H3K27me3) enrichment at gene body regions and corresponding GO terms. (**A**) (Left) Heatmap of Spearman rank correlated, hierarchically clustered VST-transformed DESeq2-normalized counts of differential H3K27me3 gene-body peaks from P7-P60, (Right) Corresponding Gene Ontology (GO) Terms and FDR associated with the nearest gene.

Gene Ontology (GO) analysis showed the H3K27me3 Up category to be enriched for genes associated with progenitor functional terms related to cell proliferation and development, whereas the H3K27me3 Down (Fast) and Down (Slow) clusters were both enriched for neuronal GO terms (Figure 2C). Because developmentally gained peaks showed a broader distribution than just promoters, we performed the same type of filtering and hierarchical clustering for differential H3K27me3 peaks overlying gene bodies (Figure 2—figure supplement 2). Again, these data show that gene bodies that lose H3K27me3 are associated with terms related to genes expressed in mature neurons, however, these are much fewer in number compared to promoters. To determine if H3K27me3 dynamics at promoters were associated with the expression of the corresponding RNA transcript across CGN maturation (Figure 2D), we compared our H3K27me3 ChIP-seq to a dataset of gene expression at the same time points from our previous study (Frank et al., 2015). We found that ‘H3K27me3 Up’ peaks at gene promoters were significantly associated with a decrease in expression of the associated gene over the same period of developmental time and ‘H3K27me3 Down’ peaks were associated with an increase in gene expression. Among the H3K27me3 Down peaks, ‘Fast’ peaks were associated with a significantly greater magnitude of gene induction than ‘Slow’ peaks between P7 and P14, but ‘Slow’ peaks were associated with a significantly greater magnitude of gene induction than ‘Fast’ peaks between P14 and P60. There was no significant difference between ‘Fast’ and ‘Slow’ peaks from P7 to P60 indicating that it is the timing not the magnitude of differential developmental gene expression that defines the two clusters. These data show that the H3K27me3 dynamics at gene promoters are associated with differential H3K4me3 enrichment, and the timing of gene expression changes in postmitotic neurons, which allows for multiple postmitotic waves of gene expression (Figure 2E). Taken together, these data provide evidence that the postmitotic removal of H3K27me3 from a subset of gene promoters is important for the coordinated induction of gene expression that underlies neuronal maturation.

### H3K27me3 is bidirectionally regulated at a sparse set of cerebellar enhancers

Widespread changes in the activation and function of key developmentally regulated enhancers have been identified during cerebellar maturation in vivo over embryonic (Ramirez et al., 2022) and postnatal (Frank et al., 2015) timepoints. To determine whether the non-promoter H3K27me3 peaks we identified in developing cerebellum might function to regulate enhancers, we assessed our differential H3K27me3 sites for histone markers that are characteristic of enhancers. Like the concept of bivalent promoters, the dual presence of H3K4me1 and H3K27me3 at enhancers is proposed to poise them for future activation (Rada-Iglesias et al., 2011). Thus, we first computed the overlap of the 1813 differential non-promoter H3K27me3 peaks with H3K4me1 peaks derived from P9 cerebellum (Ramirez et al., 2022) and found 207 putative co-labeled enhancers (Figure 3A and B). To determine if the developmental change in H3K27me3 at these regulatory elements was correlated with a change in their function, we determined the relationship between developmental changes in H3K27me3 and changes in the levels of H3K27ac, which is widely used as a marker of enhancer activity (Ernst and Kellis, 2013). As we did in our analysis of H3K27me3 at promoters, we first clustered H3K27me3 peaks at putative enhancers by their H3K27me3 levels over time and identified two clusters that increase or decrease H3K27me3 as CGNs mature (Figure 3B). These peak clusters were inversely associated with changes in H3K27ac levels over developmental time, such that putative enhancers gaining H3K27me3 by P60 lost activity (we term these ‘Decommissioned’) and putative enhancers losing H3K27me3 by P60 gained activity (we term these ‘Poised’). Within the ‘Decommissioned’ cluster, we identified 4 putative enhancers near *Mycn* that were also identified in the ‘Developing Mouse Cerebellum Enhancer Atlas’ (Ramirez et al., 2022). Within the ‘Poised’ cluster, we identified an enhancer near *Grin2c* in a region we previously showed regulates *Grin2c* expression (Frank et al., 2015). Both of these putative enhancers physically interact with the promoters of their putative target genes as measured by H3K4me3 PLAC-seq (Goodman et al., 2020) consistent with them playing a functional role in transcription.

**Figure 3.**
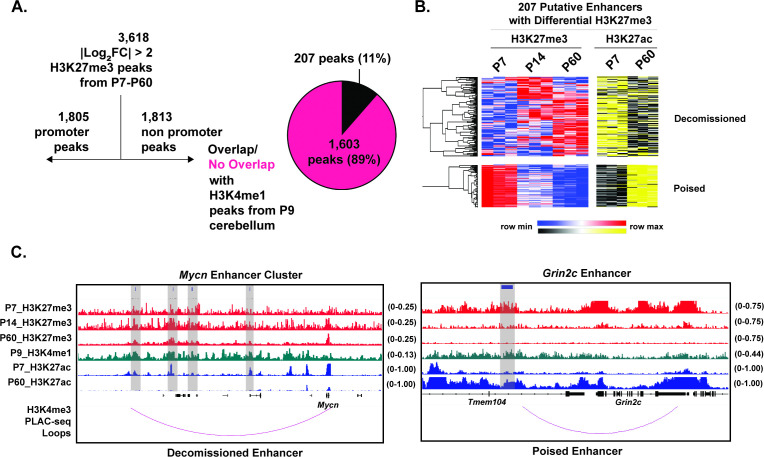
Histone H3 lysine 27 trimethylation (H3K27me3) is bidirectionally regulated at a sparse set of developmentally regulated enhancers. (**A**) Filtering for differential H3K27me3 peaks from P7-14-60 with |Log2FC|>2, for non-promoters (TSS +/− 3 kb), followed by overlap with H3K4me1 peaks obtained from P9 cerebellum from Ramirez et al., 2022, (n=2) biological replicates. (**B**) Heatmap of spearman rank correlated, hierarchically clustered, VST-transformed DESeq2-normalized counts of differential H3K27me3 peaks at putative enhancers (left) from P7-P60, and corresponding VST-transformed DESeq2-normalized counts for H3K27ac from P7-P60 adapted from Frank et al., 2015. (**C**) (Left) Tracks for H3K27me3 (red), H3K4me1 (green) and H3K27ac (blue) and H3K4me3 (purple) PLAC-seq loops from Yamada et al., 2019 at putative enhancer for *Mycn*. (**D**) Same as ’C’ but for putative *Grin2c* enhancer. Gray bars indicate putative enhancers. The numbers at the top of each track indicate the y-axis scale, which is fixed for all tracks in the same set.

**Figure 3—figure supplement 1.**
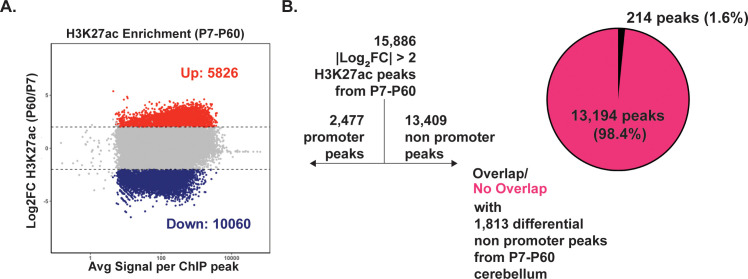
Only a subset of differential H3K27ac peaks at non-promoters is also differentially H3K27-trimethylated. (**A**) MA plot describing differential H3K27ac enrichment between P7 and 60 cerebellum. |L2FC >2, FDR <0.05|. Data derived from Frank et al., 2015. (**B**) Filtering differential H3K27ac peaks and computing their overlap with 1,805 differential non-promoter histone H3 lysine 27 trimethylation (H3K27me3) peaks reveals only 1.6% of all H3K27ac peaks are also differential H3K27-trimethylated.

These data show that although the vast majority (3411/3618; ~95%) of differential H3K27me3 peaks in developing mouse cerebellum do not overlap enhancers with H3K4me1, regulated changes in H3K27me3 are likely to be functionally important at a subset of these enhancers for controlling the expression of developmentally regulated genes. As an alternative way to determine the extent of H3K27me3 regulation at cerebellar enhancers, we started with the full set of non-promoter sites that showed differential regulation of H3K27ac over cerebellar development as our catalog of developmentally regulated enhancers (Frank et al., 2015) and then asked how many of these sites overlapped H3K27me3 (Figure 3—figure supplement 1A). We identified 13,409 differential H3K27ac peaks that were not at promoters (Figure 3—figure supplement 1B). However, only 214 of these, about 1.6%, also showed developmentally regulated changes in H3K27me3. Thus although enhancers are crucially important regulatory elements for controlling cell type- and developmental stage-specific regulation of gene transcription (Nord and West, 2020), the developmental changes in H3K27me3 at CGN regulatory elements appears to be biased toward gene promoters.

### *Kdm6b*-cKO impairs CGN maturation via promoter hypermethylation

The developmental loss of H3K27me3 in CGNs could occur through changes in the expression of the enzymes that maintain or remove these histone modifications. At the level of gene expression, RNA-seq counts of the H3K27 methyltransferases *Ezh1/2* and the H3K27 demethylases *Kdm6a/b* showed that although there was a developmental switch between the dominant reader and writer enzymes, the overall expression of each class of enzyme did not substantially change over time (Figure 4—figure supplement 1). However, previous in situs from our lab demonstrated that *Kdm6b* expression is transiently induced in newborn CGNs in the inner EGL, and we further showed that shRNA-mediated knockdown of *Kdm6b* in cultured CGNs impairs the expression of a subset of developmentally induced genes (Wijayatunge et al., 2018). Thus, we considered the possibility that KDM6B might mediate the postmitotic loss of H3K27me3 at a subset of developmentally induced genes in the developing cerebellum in vivo to promote their transcriptional induction.

To test this hypothesis, we conditionally knocked out *Kdm6b* in cerebellar GNPs in vivo by crossing heterozygous transgenic *Atoh1-Cre* mice with *Kdm6b^fl^*^/fl^ mice. We then harvested cerebellar tissue from littermates that were either *Kdm6b^fl^*^/fl^ (WT) or *Atoh1-Cre; Kdm6b^fl^*^/fl^ (*Kdm6b*-cKO) at P14 as an intermediate developmental time point for CGN maturation (Frank et al., 2015; Figure 4A). We processed this tissue to perform either RNA-seq (Figure 4—figure supplement 2A) or ChIP-seq for H3K27me3 (Figure 4B; Figure 4—figure supplement 2B). We found 111 genes that had significantly elevated expression in the *Kdm6b*-cKO and 150 that showed significantly reduced expression (Figure 4—figure supplement 2A). Genes that were elevated at P14 in the *Kdm6b*-cKO mice all showed developmentally regulated expression in control mice that were highest at P7 and fell by P60. Genes whose expression was reduced in the *Kdm6b*-cKO mice also showed developmentally regulated expression, but they increased in expression over developmental time. Thus, the deletion of Kdm6b in GNPs appears to slow the transcriptional maturation of CGNs in postnatal life.

**Figure 4.**
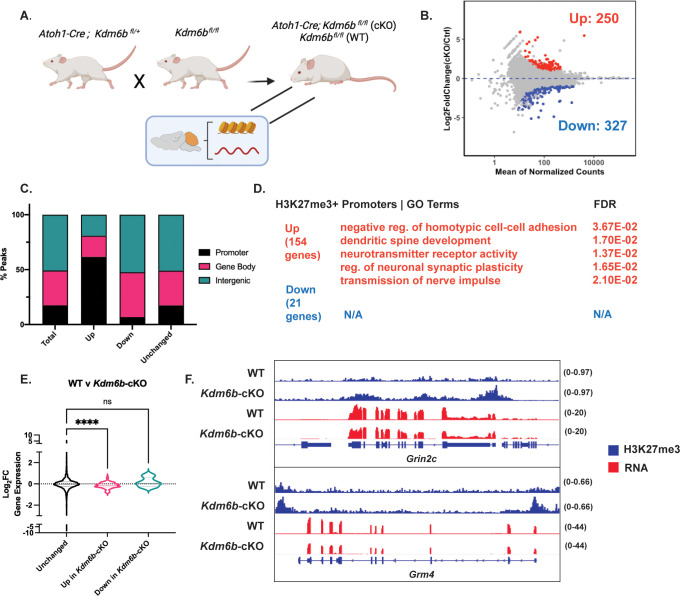
*Kdm6b* knockout in cerebellar granule neuron (CGN) precursors impairs CGN maturation via histone H3 lysine 27 trimethylation (H3K27me3) hypermethylation of CGN maturation gene promoters. (**A**) *Atoh1-Cre; Kdm6b^fl^*^/fl^ (cKO) and *Kdm6b^fl^*^/fl^ (WT) mice were generated by crossing *Atoh1-Cre; Kdm6b^fl^*^/+^ mice to *Kdm6b^fl^*^/fl^ mice and were sacrificed at P14 for cerebellar tissue harvest and subsequent performing of H3K27me3 ChIP-seq (WT n=2, cKO n=3 biological replicates) and RNA-seq (n=2 biological replicates). (**B**) MA plot showing differential enrichment of genome-wide H3K27me3 peaks between WT and cKO mice (|Log2FC|>1, FDR <0.05). (**C**) Differentially methylated H3K27me3 between WT and cKO annotated by genomic location using ChIPseeker package, TSS +/− 3000 bp. (**D**) Gene Ontology (GO) Terms and FDR for genes nearest gene promoters within H3K27me3 Up and Down (due to *Kdm6b*-cKO) peaks. (**E**) Distribution of Log_2_Fold Change Expression (WT v cKO, computed using DESeq2) as a function of unchanged, H3K27me3 Up and H3K27me3 Down genomic promoters between WT and cKO (one-way ANOVA, **** indicates p<0.0001). (**F**) Representative genes containing H3K27me3 (blue) Up genomic promoter peaks *Grin2c* and *Grm4* and corresponding RNA-seq (red) tracks between WT and cKO mice. The numbers to the right of each track indicate the y-axis scale, which is fixed for all tracks in the same set.

**Figure 4—figure supplement 1.**
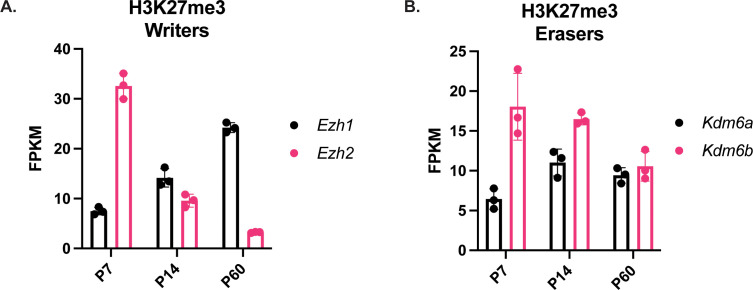
Expression of histone H3 lysine 27 trimethylation (H3K27me3) Writers and Erasers in vivo. (**A**) FPKM for H3K27me3 Writers *Ezh1*/2 and (**B**) *Kdm6a*/*b* obtained from Frank et al., 2015.

**Figure 4—figure supplement 2.**
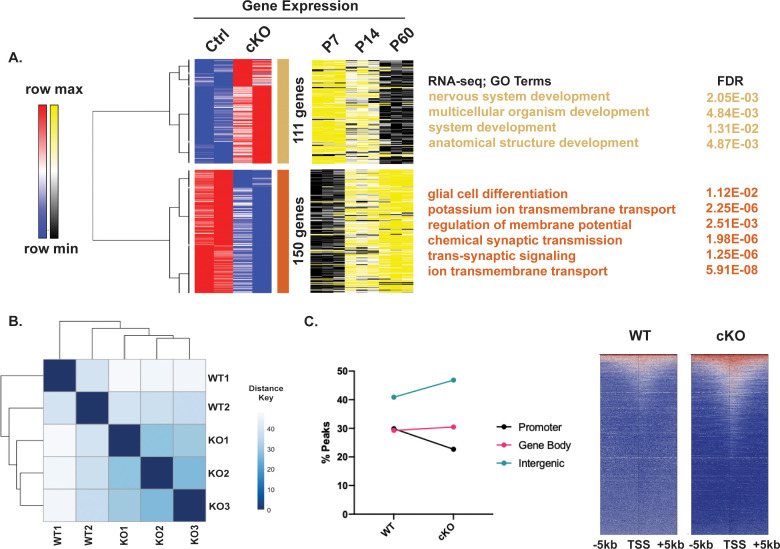
*Kdm6b*-cKO in *Atoh1-Cre*+ granule neuron precursors (GNPs) Impairs cerebellar granule neuron (CGN) Maturation in vivo. (**A**) (left) Heatmap of Spearman rank correlated, hierarchically clustered VST-transformed DESeq2-normalized RNA-seq counts of differential genes between WT and *Kdm6b*-cKO mice (n=2 biological replicates) and corresponding VST-transformed DESeq2-normalized RNA-seq counts from P7-P60 (right) corresponding Gene Ontology (GO) terms and FDR for those clusters (**B**) Sample to sample distance for histone H3 lysine 27 trimethylation (H3K27me3) ChIP-seq peaks derived from WT and *Kdm6b-*cKO tissue and their biological replicates (WT n=2, cKO n=3 biological replicates). (**C**) (left) Percentage of H3K27me3 peaks annotated by genomic location – promoter, gene body, or distal intergenic region. (right) Heatmap showing H3K27me3 peak coverage around genes with H3K27me3 between WT and cKO tissue with a window of TSS +/− 5 kb.

We used DESeq2 to compute differentially enriched H3K27me3 ChIP-seq peaks between WT and *Kdm6b*-cKO tissue at P14, and obtained 250 upregulated peaks, and 327 downregulated peaks (FDR <0.05, |Log2FC|>1) (Figure 4B). We then mapped these differential peaks to their genomic location (Figure 4C). We found peaks with elevated levels of H3K27me3 in *Kdm6b*-cKO mice to be significantly more likely to be within gene promoters compared with the overall distribution of peaks or the distribution of peaks that had reduced H3K27me3 in *Kdm6b*-cKO mice. We observed that the percentage of promoter-associated H3K27me3 peaks decreased between WT and *Kdm6b*-cKO mice, while peaks in distal intergenic regions and gene-bodies increased (Figure 4—figure supplement 2C). The genes containing promoters with increased H3K27me3 in the *Kdm6b*-cKO were enriched for neuronal GO terms (Figure 4D), whereas those containing promoters with decreased H3K27me3 in the *Kdm6b*-cKO mice failed to pull any significant GO terms. Overall, these observations mirror our findings of H3K27 demethylation at the promoters of neuronal maturation genes and suggest that KDM6B mediates that process.

To determine the relationship between H3K27me3 and gene expression in the *Kdm6b*-cKO mice, we computed the correlation between *Kdm6b*-cKO associated differential H3K27me3 enrichment at promoter regions, with the expression of the associated gene in WT and *Kdm6b*-cKO mice. These data showed that the gain of H3K27me3 is associated with a significant loss of gene expression (Figure 4E) as exemplified by the synaptic glutamate receptor subunit genes *Grin2c* and *Grm4* (Figure 4F). By contrast, genes that lost H3K27me3 at their promoters in *Kdm6b*-cKO mice showed no significant difference in gene expression (Figure 4E). These data suggest that developmental loss of H3K27me3 at the promoters of genes induced in CGNs during postmitotic maturation is facilitated by KDM6B, and that this H3K27me3 removal promotes the developmental induction of gene expression.

### The ZIC transcription factors are enriched at promoters that show developmental loss of H3K27me3

To determine what characterizes the subset of promoters that become demethylated we sought to ask what transcription factors might be found in these gene promoters compared to all H3K27me3-positive promoters. To conduct an unbiased screen, we first utilized the tool called Binding Analysis for Regulation of Transcription (BART) (Wang et al., 2018), which calculates enrichments of previously published ChIP-seq TF binding profiles within a defined set of genomic regions. We first filtered our ChIP-seq data for genes associated with the ‘H3K27me3-Down’ peak cluster described in Figure 2A, combining ‘Down (Fast),’ and ‘Down (Slow)’ clusters, and obtained predicted transcription factors (TF) whose binding significantly overlaps these gene promoters. We compared the enrichment statistics of TFs enriched in these clusters to those derived from all H3K27me3– promoter-associated genes (Figure 5A). As expected, we found PRC2 components EZH2, JARID2, and SUZ12 to be significantly enriched across both the H3K27me3-Down cluster and all H3K27me3-promoter-associated genes. However, we found only the H3K27me3-Down cluster to be significantly enriched for the putative binding of transcription factors ZIC1 and ZIC2, which previous work from our group has shown to be a driver of CGN maturation (Frank et al., 2015). Importantly, when we assessed the ‘H3K27me3-Down (Fast),’ and ‘H3K27me3-Down (Slow)’ clusters separately (Figure 5—figure supplement 1A), they were also enriched for the binding of ZIC1 and ZIC2, which is consistent with evidence (Frank et al., 2015) that these TFs function at multiple stages of CGN differentiation. By contrast, when we performed the same analysis for the ‘H3K27me3-Up’ cluster (Figure 5—figure supplement 1A), we found this set of promoters was significantly enriched for the binding of a distinct set of TFs involved in cell differentiation, namely SOX3, FOXF1, SHOX2, POU3F2 as well as histone deacetylation (HDAC1) (Wang et al., 2006).

**Figure 5.**
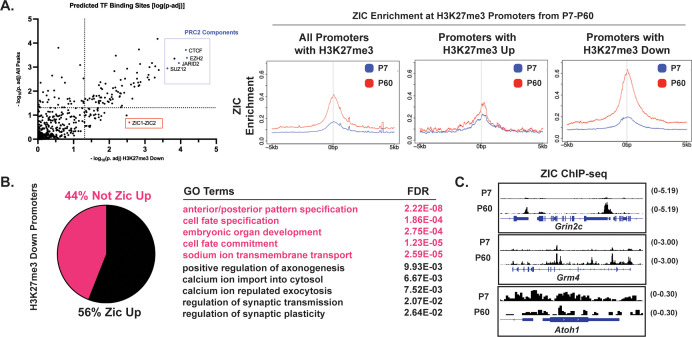
Histone H3 lysine 27 trimethylation (H3K27me3) removal is accompanied by the gain of ZIC at gene promoters. (**A**) (Left) Binding Analysis for Regulation of Transcription (BART) for genes near promoters within H3K27me3 Down peaks (x-axis) and near all H3K27me3 peaks (y-axis) plotted by -log_10_p-adj. (Right) Metagene plots for ZIC ChIP-seq signal at genes near all promoters with H3K27me3, promoters with H3K27me3 Up, and promoters with H3K27me3 down. (**B**) (Left) Percentage of genes near H3K27me3 Down promoters that are also ZIC1/2 Up (Log_2_Fold Change >0, P60/P7, ZIC1/2 ChIP-seq). (Right) Gene Ontology (GO) Terms and FDR for genes nearest to H3K27me3 Down promoter peaks that are also ZIC1/2 Up, and not ZIC1/2 Up. (**C**) ZIC ChIP-seq tracks at P7 and P60 at H3K27me3 Down promoters of Grin2c and Grm4, compared to the early gene Atoh1. The numbers to the right of each track indicate the y-axis scale, which is fixed for all tracks in the same set.

**Figure 5—figure supplement 1.**
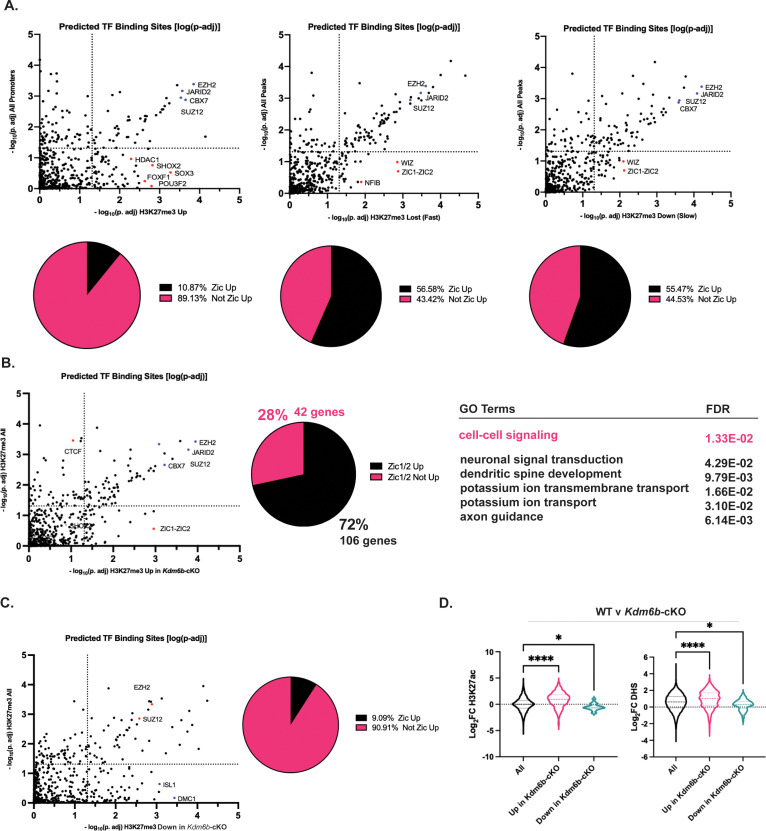
Histone H3 lysine 27 trimethylation (H3K27me3) turnover at CGN-maturation gene promoters is associated with gain of ZIC binding. (**A**) (upper) Binding Analysis for Regulation of Transcription (BART) analysis for genes with promoters within H3K27me3 Up, H3K27me3 Down (Fast), and H3K27me3 Down (Slow) clusters described in Figure 2A versus genes near all H3K27me3 marked promoters plotted as –log10(p-adj). (lower) Overlap between genes with promoters within H3K27me3 Up, H3K27me3 Down (Fast), and H3K27me3 Down (Slow) clusters and ZIC1/2 Up promoter peaks. (**B**) (Left) BART analysis comparing genes with H3K27me3 Up promoters due to *Kdm6b*-cKO described in Figure 3. (Center) Percentage of genes with H3K27me3 Up promoters due to *Kdm6b*-cKO that are also ZIC1/2 Up (Log_2_Fold Change >0, P60/P7, ZIC1/2 ChIP-seq). (Right) Gene Ontology (GO) Terms and FDR for genes with H3K27me3 Up promoters due to *Kdm6b*-cKO that are also ZIC1/2 Up, and not ZIC1/2 Up. (**C**) BART analysis for genes with H3K27me3-Down promoters due to *Kdm6b*-cKO versus all H3K27me3 promoter peaks plotted as –log10(p-adj), (right) overlap between genes with ZIC1/2 Up promoters. (**D**) Distribution of Log_2_Fold Change of H3K27ac enrichment and DNAse Hypersensitivity as a function of ‘Up in *Kdm6b*-cKO’ and ‘Down in *Kdm6b*-cKO’ described in Figure 3 (one-way ANOVA, * indicates p<0.05, **** indicates p<0.0001).

To directly compare changes in ZIC1/2 TF binding to changes in H3K27me3 across CGN development, we re-analyzed our previously published ZIC1/2 ChIP-seq data (Frank et al., 2015) and measured ZIC1/2 binding at promoters of All Genes, Genes with H3K27me3 Up, and Genes with H3K27me3 Down (Figure 5A). We found ZIC1/2 enrichment to increase most notably at Genes with H3K27me3 Down, compared to All Genes and Genes with H3K27me3 Up. We then identified gene promoters with increased ZIC binding at P60 compared with P7, |Log_2_FC|>0, p-adj <0.05. We termed these genes ‘ZIC Up’ and computed their overlap with genes within the H3K27me3 Down cluster. We found that 56% of H3K27me3-Down genes were also ZIC-Up, and that these genes were strongly enriched for neuronal GO terms (Figure 5B), while the 44% of genes that were not ZIC-Up were enriched for generic cell-fate specification GO terms. As a control, we compared ‘ZIC Up’ genes to H3K27me3-Up genes (Figure 5—figure supplement 1A) and only found an overlap of only about 11%. We repeated this analysis with the H3K27me3 ChIP-seq peaks that were differential at P14 between WT and *Kdm6b*-cKO described in Figure 4 and found a similar enrichment of putative ZIC1 and ZIC2 binding within gene promoters associated with H3K27me3 peaks ‘Up in *Kdm6b*-cKO’ (Figure 5—figure supplement 1B), but not ‘Down in *Kdm6b-*cKO’ (Figure 5—figure supplement 1C). 72% of the ‘H3K27me3 Up in *Kdm6b*-cKO’ genes were also ‘ZIC Up’ (Figure 5—figure supplement 1B) and were strongly enriched for neuronal GO terms. Only 9% of ‘H3K27me3 Down in *Kdm6b*-cKO’ were also ‘ZIC Up’ (Figure 5—figure supplement 1C). As examples of gene promoters that belong to both the H3K27me3-Down cluster, and H3K27me3 Up peaks due to *Kdm6b*-cKO, we show tracks for *Grin2c* and *Grm4,* which are strongly enriched for ZIC1/2 at their promoters at P60 (Figure 5C).

### H3K27me3 turnover dynamics are associated with CGN gene maturation in culture

To determine the functional consequences of modulating H3K27me3 we characterized cultures of primary mouse CGNs as a context for pharmacological manipulation of histone regulatory enzymes. These CGNs were derived from GNPs isolated from the P6-P8 mouse cerebellum and were grown in vitro for up to 7 days (7DIV). Prior studies have shown that GNPs exit the cell cycle by 1DIV (Fogarty et al., 2007). To measure the concordance of gene expression changes between cerebellar maturation in vivo and in culture, we performed a rank-rank hypergeometric overlap (RRHO) analysis of gene expression over time in the two contexts (Figure 6A). We found a high degree of concordance among genes expressed in vivo and in culture at early time points, but a weaker concordance at the late time points consistent with 7DIV representing a relatively early stage of in vivo development (e.g. ~P14). Nonetheless, we still saw dynamic changes in the expression of key genes marking early and late stages of cerebellar maturation in culture (Figure 6—figure supplement 1A, B).

**Figure 6.**
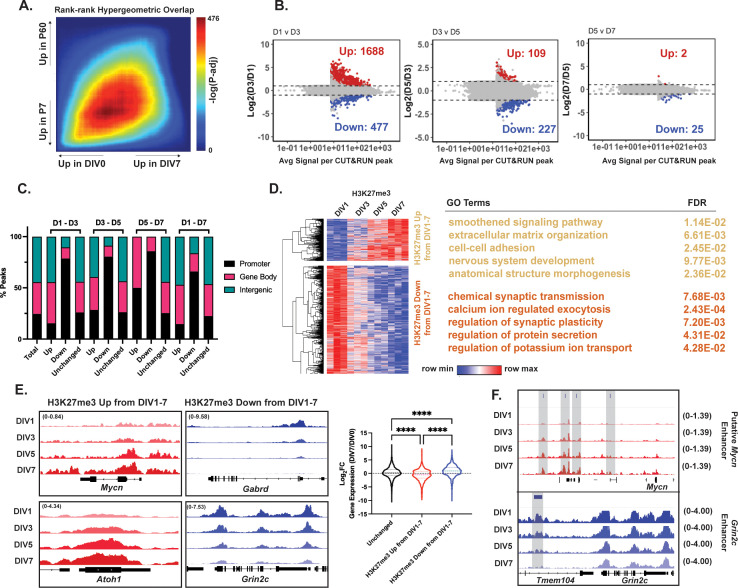
Cerebellar granule neurons (CGNs) differentiating in culture reveal temporal dynamics of histone H3 lysine 27 trimethylation (H3K27me3) changes. (**A**) Rank-rank hypergeometric overlap (RRHO) plot displaying concordance of differential gene expression measured by RNA-seq for P7-P60 cerebellum (y-axis), and cultured granule neurons for DIV0-7 (x-axis). (**B**) Differentially methylated H3K27me3 CUT&RUN peaks between DIV1-3, DIV3–5, DIV5–7, and DIV1–7. (**C**) Percentage of differential H3K27me3 CUT&RUN peaks between DIV1-3, DIV3-5, DIV5-7, and DIV1-7 annotated by genomic region (Annotation performed using ChIPseeker package, TSS +/− 3000 bp). ‘Total’ represents consensus H3K27me3 peaks across DIV1, DIV3, DIV5, and DIV7 combined. (**D**) (Left) Heatmap of spearman rank correlated, hierarchically clustered VST-transformed DESeq2-normalized counts of H3K27me3 CUT&RUN peaks filtered for differential promoter peaks from DIV1-7 with |Log2FC|>1 and p-adj <0.05, (Right) Corresponding Gene Ontology (GO) Terms and FDR associated with the nearest gene. (**E**) CUT&RUN tracks for H3K27me3 at example genes from ‘H3K27me3 Up from DIV1-7’ cluster, *Mycn* and *Atoh1*, and ‘H3K27me3 Down from DIV1-7’ cluster, *Gabrd,* and *Grin2c*; (right) Violin plot showing the distribution of Log2FC of gene expression measured by RNA-seq between DIV0 and DIV7 CGNs as a function of clustering performed in D (one-way ANOVA, **** indicates p<0.0001). (**F**) Tracks for H3K27me3 measured by CUT&RUN at putative postmitotic cerebellar enhancers described in Figure 2. Gray bars indicate putative enhancers. The numbers at the top or the right of each track indicate the y-axis scale, which is fixed for all tracks in the same set.

**Figure 6—figure supplement 1.**
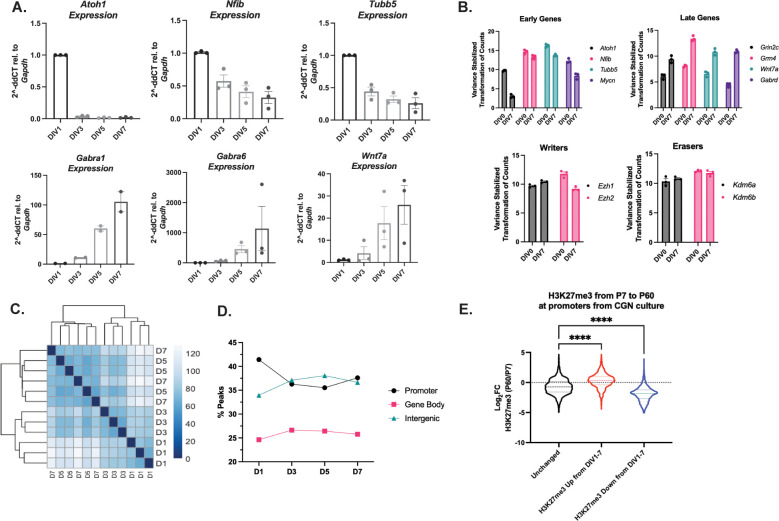
CUT&RUN captures genome-wide changes in histone H3 lysine 27 trimethylation (H3K27me3) in cultured cerebellar granule neurons (CGNs). (**A**) RT-qPCR for (top) early genes *Atoh1, Nfib,* and *Tubb5* and (bottom) late genes *Gabra1*, *Wnt7a,* and *Gabra6* (n=2–3 biological replicates). (**B**) (Upper) VST-transformed DESeq2-normalized RNA-seq counts for early genes *Atoh1*, *Nfib*, *Tubb5,* and *Mycn* (left) and late genes *Grin2c*, *Grm4*, *Wnt7a*, and *Gabrd* (right). (Lower) VST-transformed DESeq2-normalized RNA-seq counts for H3K27me3 Writers *Ezh1*/2 (left) and *Kdm6a/b* (right). (**C**) Sample-to-sample distance plot for H3K27me3 CUT&RUN peaks from CGNs at DIV1, DIV3, DIV5, and DIV7 and their biological replicates. (**D**) Percentage of H3K27me3 peaks annotated by genomic location – promoter, gene body, or distal intergenic region. (**E**) Violin plot showing the distribution of Log_2_FC of H3K27me3 in vivo between P7 and P60 cerebellum as a function of clustering performed in Figure 6D (one-way ANOVA, * indicates p<0.05; **** indicates p<0.0001).

We performed CUT&RUN-seq to measure changes in genome-wide distributions of H3K27me3 at 1, 3, 5, and 7 days in vitro (DIV) (Figure 6B, Figure 6—figure supplement 1C). We found that gains in H3K27me3 occurred quickly after cell cycle exit, with 1688 peaks significantly up between DIV1 and DIV3 CGNs, followed by 109 peaks between DIV3 and DIV5, and two peaks between DIV5 and DIV7 CGNs (Figure 6B). Like our observations in vivo (Figures 1 and 2), we saw that demethylation occurred more gradually, with 477 peaks significantly down between DIV1 and DIV3 CGNs, followed by 227 and 25 peaks between DIV3 and DIV5, and DIV5 and DIV7 CGNs, respectively. Again, consistent with our findings in vivo, we found demethylation to occur primarily at promoters (Figure 6C, Figure 6—figure supplement 1D), and gains in methylation to occur more uniformly, including at gene bodies and distal intergenic regions.

We filtered these data for differential H3K27me3 peaks between DIV1 and DIV7 at gene promoters, using a cut-off of |Log_2_FC|>1 and p-adj <0.05, and performed hierarchical clustering. We found these peaks to cluster in two groups that gain H3K27me3 or lose H3K27me3 at DIV7 (Figure 6D). Genes whose promoters were in the ‘H3K27me3 Up from DIV1-7’ cluster were associated with GO terms indicating early CGN maturation functions such as ‘smoothened signaling pathway’ and ‘anatomical structure morphogenesis.’ Conversely, genes whose promoters were in the ‘H3K27me3 Down from DIV1-7’ cluster were associated with functional neuronal GO terms such as ‘chemical synaptic transmission’.

We observed that genes expressed early in CGN maturation, such as *Mycn* and *Atoh1,* to gain H3K27me3 at their promoters from DIV1 to DIV7 in culture (Figure 6E**, left**) whereas mature synaptic genes, such as *Grin2c* and *Gabrd,* lost promoter H3K27me3 from DIV1 to DIV7 (Figure 6E**, center**). To determine if this relationship between H3K27me3 dynamics and developmental changes in gene expression applies broadly, we stratified our published RNA-seq data from CGNs differentiating in culture Frank et al., 2015 by their respective promoter methylation status over development and calculated the distribution of Log2 fold change in gene expression (Figure 6E**, right**). We found genes in the cluster whose promoters gained H3K27me3 in culture to have a significant reduction in gene expression over time, and those that lost H3K27me3 to have a significant gain in gene expression by DIV7.

To determine whether regions of dynamic H3K27me3 in culture overlapped the same sites that were regulated in vivo, we plotted Log2 fold changes in H3K27me3 enrichment and gene expression from P7 to P60, as a function of the three clusters of H3K27me3 dynamics described in Figure 6D. Indeed, we found that the set of promoters that lose or gain H3K27me3 over differentiation in culture show significant developmental loss or gain, respectively, of H3K27me3 in vivo (Figure 6—figure supplement 1E). Our culture system also recapitulates the dynamics of H3K27me3 regulation at the enhancers we identified from our in vivo analysis as shown for the *Mycn* and *Grin2c* enhancers (Figure 6F). These data show that we can use CGN cultures to explore mechanisms and causality with respect to the enzymes mediating H3K27me3 turnover and gene regulation during CGN maturation.

### Disrupting H3K27me3 deposition in newly postmitotic CGNs impairs transcriptional maturation

To determine the functional contribution of H3K27me3 regulation for gene expression in maturing CGNs, we treated newly postmitotic CGN cultures at DIV1 with small molecule inhibitors of either EZH2 or KDM6A/B, called GSK-126 and GSK-J4, respectively, and measured the consequences for cell viability, histone modifications, and gene expression at DIV5. Because these drugs have not been widely used in primary neurons, we first performed a cell viability assay and measured the IC_50_ values of both drugs. We determined the IC_50_ values to be ~3.07 µM for GSK-J4 and ~7.32 µM for GSK-126, respectively (Figure 7—figure supplement 1A). Choosing concentrations below the measured IC_50_ values, we first measured global levels of H3K27me3 by western blot (Figure 7A, Figure 7—figure supplement 1B), after treating with 0, 0.5, 1.0, and 2.0 µM of either drug. Treatment of CGNs with GSK-126 caused a dose-dependent loss of H3K27me3 validating the effectiveness of this drug. GSK-126 treatment also appeared to cause a global increase in H3K27ac, which is consistent with the idea that H3K27me3 and H3K27ac are mutually exclusive modifications (Figure 7A; Lavarone et al., 2019). By contrast, GSK-J4 treatment at these doses failed to cause any change in H3K27me3 detected by western or CUT&RUN (Figure 7—figure supplement 1B–E). Given that the IC_50_ in CGNs was nearly 10-fold below the dose (25 µM) required to block the histone demethylase activity of the Kdm6s in cancer cells (Kruidenier et al., 2012), we concluded that the therapeutic range of GSK-J4 is too small to permit its use in neurons.

**Figure 7.**
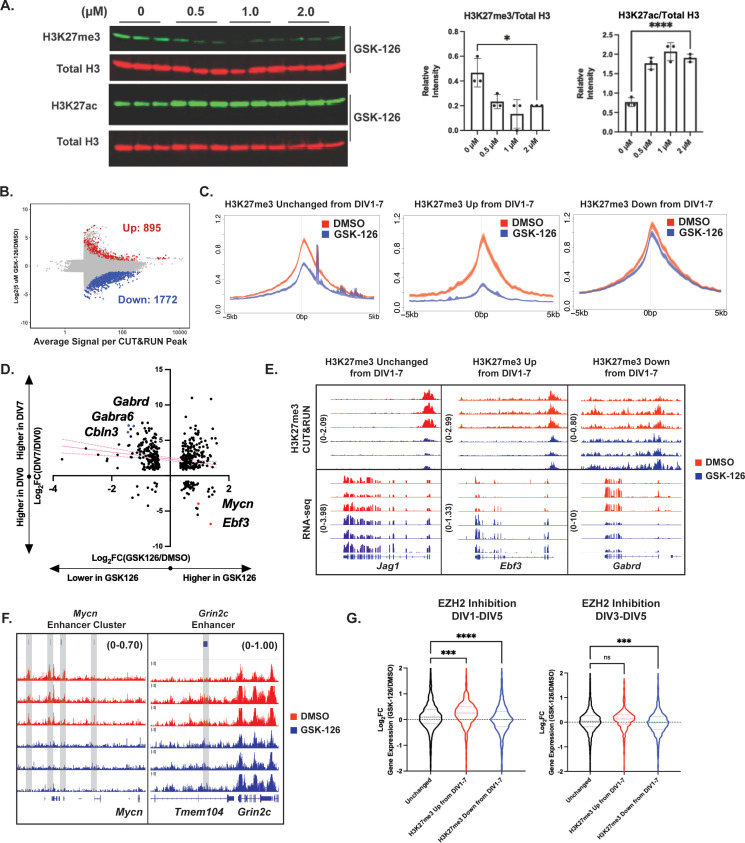
EZH2 catalytic activity temporally regulates cerebellar granule neuron (CGN) maturation by depositing histone H3 lysine 27 trimethylation (H3K27me3) at early CGN genes. (**A**) (Left) Western blot of acid-extracted histones from CGNs treated with EZH2 inhibitor GSK-126 for H3K27me3 (upper) and total Histone H3 (n=3 biological replicates) or H3K27ac (bottom) and total Histone H3 (n=3 biological replicates) (Right) Quantification of Western Blot by one-way ANOVA, *p<0.05, ****p<0.0001. (**B**) MA plot describing differential methylation due to GSK126 treatment in cultured CGNs (FDR <0.05 and |Log_2_FC|>1) (n=3 biological replicates). (**C**) Metagene plots for H3K27me3 peaks of DMSO and 5 µM GSK-126 treated CGNs at genes within clusters (Left) All promoters with H3K27me3, (Center) H3K27me3 Up from DIV1-7, and (Right) H3K27me3 Down from DIV1-7, described in Figure 5E. (**D**) Relationship between gene expression changes during CGN maturation from DIV0-7 (y-axis) and due to GSK-126 treatment from DIV1-5 (x-axis). Pink lines represent the linear regression and dotted lines show the confidence interval. (**E**) Representative CUT&RUN tracks (Upper) and (Lower) RNA-seq tracks for example gene with Unchanged H3K27me3 from DIV1-7 – Jag1, gene within cluster ‘H3K27me3 Up from DIV1-7’ – Ebf3 and ‘H3K27me3 Down from DIV1-7’ - Gabrd, for DMSO and GSK126 treated CGNs. (**F**) CUT&RUN tracks at putative Mycn enhancer cluster and putative Grin2c enhancer. (**G**) Violin plot showing the distribution of Log_2_FC of gene expression between DMSO and GSK-126 treated CGNs from either DIV1-5 (left) or DIV3-5 (right) as a function of clustering performed in Figure 5D (one-way ANOVA, **p<0.005, ***p<0.0005, ****p<0.0001). Figure 7—source data 1.Uncropped and annotated blot of GSK126 treated samples depicted in Figure 7A. Figure 7—source data 2.Uncropped and annotated blot of GSK126 treated samples depicted in Figure 7A. Figure 7—source data 3.Uncropped and annotated blot of GSK126 treated samples depicted in Figure 7A.

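In the experiment with GSK-126 added at DIV3 (panel G, right), the genes of panels E and F were read from the count tables as CPM scaled by TMM, with GRCm38 coordinates. Ebf3 (ENSMUSG00000010476.14, chromosome 7, 137193673 to 137314445), which gains H3K27me3, had 6.31 ± 0.954 CPM (SD, n = 3) with DMSO and 16.2 ± 2.38 CPM (SD, n = 3) with GSK-126. Its log2 fold change was 1.36 (standard error 0.22, adjusted p = 0.523 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 355 bp of its exons overlap Gm45278 on the opposite strand. The groups did not overlap for Ebf3 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). Of the alternatives set before the data were examined, adding the replicate block moved the call of Ebf3 most, with an adjusted p of 7.3e-05 (edgeR). DESeq2's Wald test without the block gave 0.00152, both with Benjamini-Hochberg adjustment. In block fits chosen later, the adjusted p was 8.2e-07 without pair 1, 0.0035 without pair 2 and 2.0e-05 without pair 3 (edgeR, Benjamini-Hochberg adjustment). Jag1 (ENSMUSG00000027276.7, chromosome 2, 137081456 to 137116644), the example with unchanged H3K27me3, had 44.0 ± 10.0 CPM with DMSO and 56.8 ± 17.8 CPM with GSK-126 (SD, n = 3 each). The rise of Jag1 was 0.37 on the log2 scale (standard error 0.26), 0.14 without GSK-126 replicate 3 and 0.60 without GSK-126 replicate 2, and it passed only with the block (edgeR, Benjamini-Hochberg adjusted p = 0.0412), though not once pair 1 or pair 3 was left out of that fit. Gabrd (ENSMUSG00000029054.8, chromosome 4, 155384980 to 155398112), which loses H3K27me3, went from 67.7 ± 28.7 to 36.7 ± 20.2 CPM (SD, n = 3 each). Its log2 fold change of -0.89 (standard error 0.42) became -0.48 without DMSO replicate 2 and -1.41 without GSK-126 replicate 2. With the block the value for Gabrd was -0.93 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 9.2e-06). Mycn (ENSMUSG00000037169.15, chromosome 12, 12936093 to 12941914) had 14.8 ± 4.44 CPM with DMSO and 20.3 ± 2.60 CPM with GSK-126 (SD, n = 3 each), and its log2 fold change of 0.46 (standard error 0.25) fell to 0.23 without DMSO replicate 2. Mycn did not pass with the block of all 3 pairs (0.49, edgeR, Benjamini-Hochberg adjusted p = 0.135). In block fits of the other pairs, it was 0.68 without pair 1 and 0.68 without pair 3 (edgeR, Benjamini-Hochberg adjusted p = 0.0236 and 0.0217), and 0.13 without pair 2. Grin2c (ENSMUSG00000020734.13, chromosome 11, 115249169 to 115267243), of which 91 bp overlap Gm25837 on the opposite strand, had 19.8 ± 15.2 and 12.1 ± 6.88 CPM (SD, n = 3 each). Its log2 fold change was -0.72 (standard error 0.58) and turned to 0.12 without DMSO replicate 2, with -0.39 without GSK-126 replicate 1 and -1.26 without GSK-126 replicate 2. With the block it was -0.64 (edgeR, Benjamini-Hochberg adjusted p = 0.0220), a call lost when pair 2 was left out of that fit. DESeq2 with the block called neither Grin2c nor Jag1 (Benjamini-Hochberg adjusted p = 0.115 and 0.116), and its independent filtering gave Ebf3 no adjusted p. Without the block, the Benjamini-Hochberg adjusted p from edgeR's test was 0.953 for Jag1, Gabrd, Mycn and Grin2c alike. For Grm4 and Gabra6, the log2 fold changes were -0.66 and -1.26, which became -0.10 and -0.61 without DMSO replicate 2, while Grm4 was -0.35 without GSK-126 replicate 1 and -1.20 without GSK-126 replicate 2. With the block their adjusted p values from edgeR's test with Benjamini-Hochberg adjustment were 3.6e-06 and 1.5e-07. Transcripts of Ezh2, the target of the inhibitor, were at 36.5 ± 6.97 CPM with DMSO and 33.6 ± 7.82 CPM with GSK-126 (SD, n = 3 each), with 174 bp shared with Gm26625 on the opposite strand. The log2 fold change of Ezh2, -0.12, turned to 0.048 without DMSO replicate 1 and 0.032 without GSK-126 replicate 3. Each fit without 1 library breaks a pair. In block fits without a whole pair, Grin2c stayed between -0.79 and -0.44, Grm4 between -0.67 and -0.64, and Ezh2 between -0.15 and -0.10. Ezh2 did not pass with the block of all pairs (-0.13, edgeR, Benjamini-Hochberg adjusted p = 0.563).

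**Figure D1:**
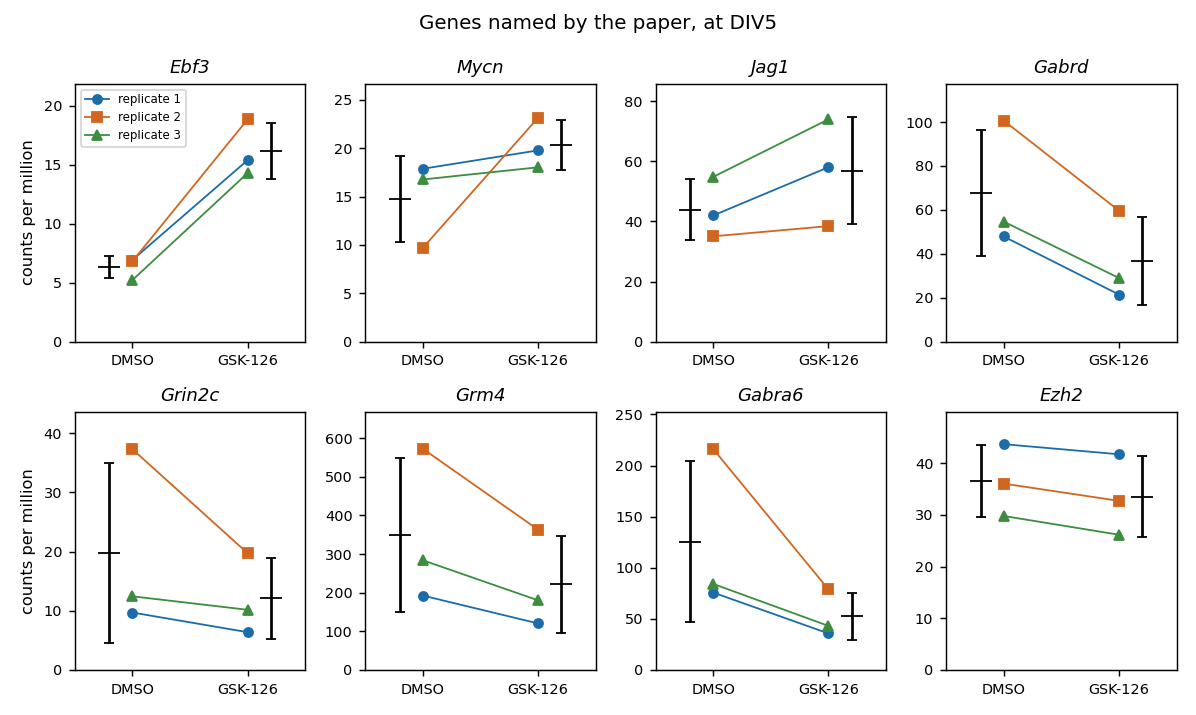
Expression of 8 genes named by the paper in CPM (y axis, linear, from 0) in the 6 libraries harvested at DIV5, with lines joining libraries of the same replicate number and black bars for the mean ± SD of each group (n = 3). Ebf3 lies between 5.21 and 6.92 CPM with DMSO and between 14.3 and 18.8 CPM with GSK-126, and Gabrd is lower with GSK-126 in each of the 3 pairs.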

**Figure 7—figure supplement 1.**
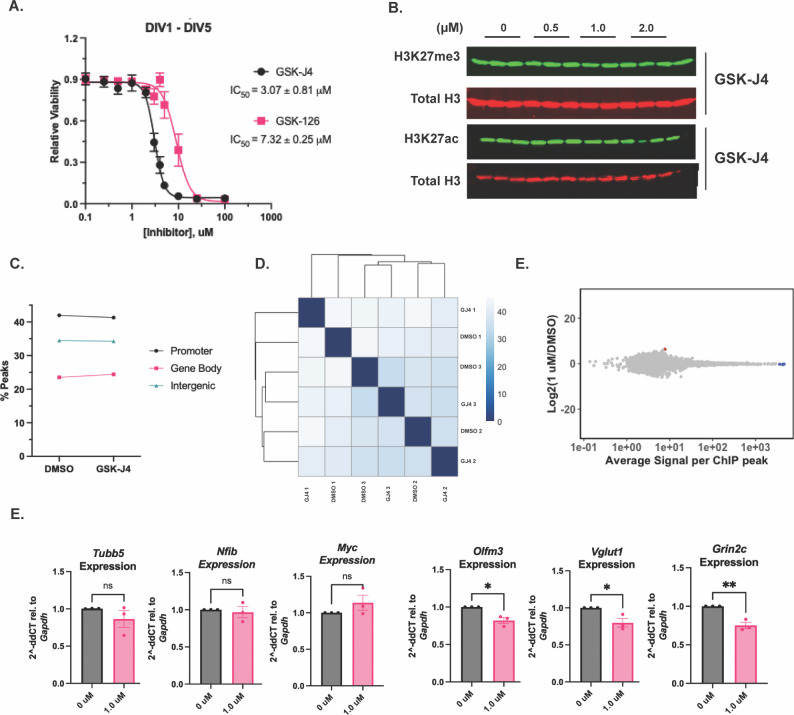
GSK-J4 treatment at 1 µM does not affect genome wide levels of histone H3 lysine 27 trimethylation (H3K27me3), but influences the expression of late cerebellar granule neuron (CGN) genes. (**A**) Cell Titer Glo Assay for CGNs treated with GSK-126 or GSK-J4 at DIV1 and measured at DIV5 (n=2 biological replicates). (**B**) Western blot of acid-extracted histones from CGNs treated for H3K27ac and total Histone H3 (n=3 biological replicates). (**C**) Percentage of H3K27me3 peaks annotated by genomic location – promoter, gene body, or distal intergenic region. (**D**) Sample-to-sample distance plot for H3K27me3 CUT&RUN peaks for DMSO and GSK-J4 treated samples and their biological replicates. (**E**) MA plot showing differential peak enrichment between DMSO and GSK-J4 treated CGNs. (**F**) RT-qPCR for early genes *Tubb5*, *Nfib,* and *Myc* (left) and late genes *Olfm3*, *Vglut2,* and *Grin2c* (right) for CGNs treated with DMSO or GSK-J4 (n=3 biological replicates). Unpaired *t*-test, *<0.05, *p<0.005. Figure 7—figure supplement 1—source data 1.Uncropped and annotated blot depicted in Figure 7—figure supplement 1B (GSKJ4). Figure 7—figure supplement 1—source data 2.Uncropped and annotated blot depicted in Figure 7—figure supplement 1B (GSKJ4).

**Figure 7—figure supplement 2.**
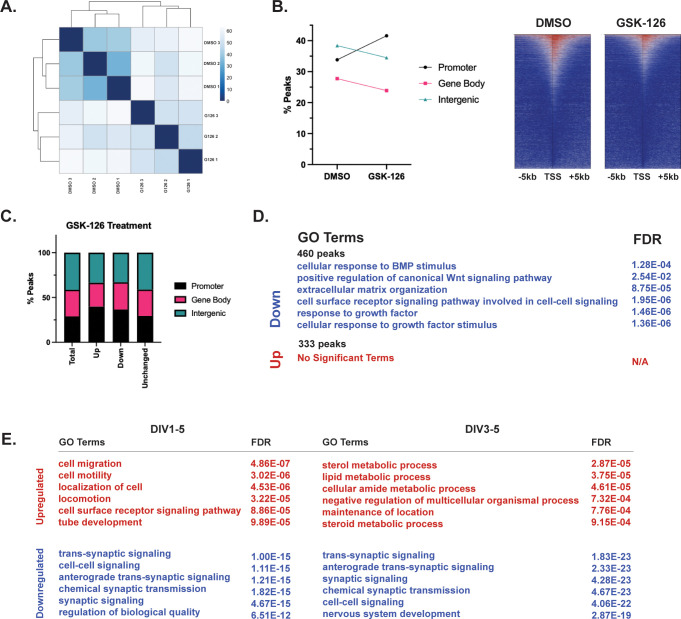
EZH2 inhibition redistributes histone H3 lysine 27 trimethylation (H3K27me3) across cerebellar granule neuron (CGN) genome. (**A**) Sample-tosample distance for H3K27me3 CUT&RUN peaks for DMSO and GSK-126 treated CGNs in culture (n=3 biological replicates). (**B**) (left) H3K27me3 peaks annotated by genomic location – promoter, gene body, and distal intergenic regions. (right) Heatmap showing H3K27me3 peak coverage for CGNs treated with DMSO or GSK-126 within a window of TSS +/− 5 kb (left), Percentage of H3K27me3 peaks annotated by genomic location – promoter, gene body or distal intergenic region (right). (**C**) Percentage of differential H3K27me3 peaks between DMSO and GSK-126 treated CGNs, annotated by genomic region. (**D**) Gene Ontology (GO) Terms and FDR associated with genes nearest to peaks described as ‘Up’ or ‘Down’ in Figure 6. (**E**) GO Terms and FDR associated with genes upregulated or downregulated due to GSK-126 treatment at DIV1-DIV5 (left) and DIV3-DIV5 (right).

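For panel E (right), hand-written lists of 24 sterol biosynthesis genes and 62 synaptic signaling genes stood in for the terms on sterol metabolism and trans-synaptic signaling, and the values come from the DIV3-DIV5 libraries. All 24 sterol genes were tested and all 24 were higher with GSK-126, with a median log2 fold change 0.78 above that of the other genes (camera with preset correlation, Benjamini-Hochberg adjusted p = 2.1e-67). In pairs 1, 2 and 3 the difference was 0.72, 0.78 and 0.82, and with each library left out it stayed between 0.67 and 0.86. Of the alternatives set before the data were examined, camera with an estimated correlation moved this call most, with an adjusted p of 0.102. Fry gave 0.0685, both with Benjamini-Hochberg adjustment. Fry with the replicate block gave an adjusted p of 0.0218 after Benjamini-Hochberg adjustment, and an estimated correlation with the block 0.103. Of the sterol genes, 0 passed over all genes tested and 23 when adjusted over the list alone, with 23 at an unadjusted p under 0.05. With the block these counts were 22 and 23. The terms were found by the study on these samples, and 21 of the 24 genes are in its upregulated list. The shift of the sterol list, its p values and its counts are therefore not independent evidence. Hmgcs1 (ENSMUSG00000093930.2, chromosome 13, 119690379 to 119708260) rose from 431 ± 25.0 to 844 ± 93.9 CPM (SD, n = 3 each), a log2 fold change of 0.97 (standard error 0.15), and 557 bp of its exons overlap Gm48342 on the opposite strand. Its adjusted p was 0.498 without and 9.3e-08 with the block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4.0e-06 from DESeq2's Wald test without it. Fdft1 (ENSMUSG00000021273.10, chromosome 14, 63145150 to 63179578), with 774 bp shared with Ctsb on the opposite strand, had 98.0 ± 12.0 CPM with DMSO and 208.6 ± 27.7 CPM with GSK-126 (SD, n = 3 each). Msmo1 (ENSMUSG00000031604.10, chromosome 8, 64718139 to 64733792) had 98.8 ± 16.3 and 188.1 ± 23.5 CPM (SD, n = 3 each). The log2 fold changes of Fdft1 and Msmo1 were 1.09 and 0.93, and both had an adjusted p of 1.5e-07 with the block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 60 synaptic genes tested, 4 were higher and the median was -0.39 relative to the other genes (camera with preset correlation, Benjamini-Hochberg adjusted p = 2.7e-18). The synaptic difference was -0.14 without DMSO replicate 2 and -0.61 without GSK-126 replicate 2, and -0.39, -0.37 and -0.42 in pairs 1, 2 and 3. For this list the adjusted p was 0.454 from camera with an estimated correlation and 0.588 from fry, and 0.0448 and 0.0142 from these tests with the block, all with Benjamini-Hochberg adjustment. Of its genes, 0 passed both over all genes tested and adjusted over the list alone, with 13 at an unadjusted p under 0.05, and 42 and 46 passed with the block. The study's downregulated list holds 39 of the synaptic genes, so the shift, p values and counts of the synaptic list are not independent evidence either. Slc17a7 (ENSMUSG00000070570.5, chromosome 7, 45163949 to 45176142) had 133 ± 124 CPM with DMSO and 33.7 ± 29.9 CPM with GSK-126 (SD, n = 3 each). Slc8a2 (ENSMUSG00000030376.8, chromosome 7, 16129826 to 16161063) had 217 ± 152 and 66.8 ± 36.1 CPM, and Nptx1 (ENSMUSG00000025582.4, chromosome 11, 119538719 to 119547753) had 306 ± 156 and 145 ± 55.1 CPM (SD, n = 3 each). Their log2 fold changes were -1.98, -1.70 and -1.08, and without DMSO replicate 2 they were -0.87, -0.97 and -0.57. The largest adjusted p of these 3 genes with the block was 9.3e-08 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for Nptx1. Slc17a7 was also -3.00 without GSK-126 replicate 2.

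**Figure D2:**
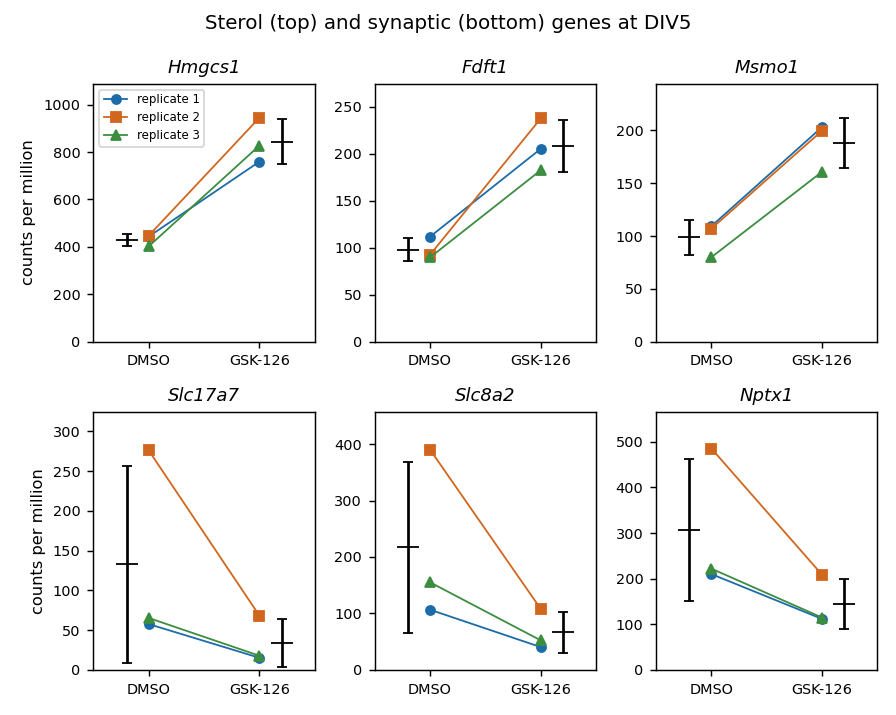
Expression of 3 sterol biosynthesis genes (upper panels) and 3 synaptic genes (lower panels) in CPM (y axis, linear, from 0) in the 6 libraries harvested at DIV5, with lines joining libraries of the same replicate number and black bars for the mean ± SD of each group (n = 3). Each sterol gene is higher and each synaptic gene lower with GSK-126 in all 3 pairs, while replicate 2 has the highest synaptic levels in both groups.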

To determine whether the distribution of H3K27me3 in postmitotic neurons requires the ongoing activity of EZH2, we treated CGNs on DIV1 with 5 µM GSK-126 and then ran CUT&RUN at DIV5 for H3K27me3 (Figure 7B, Figure 7—figure supplement 2A). Most of the regions that showed differential methylation upon GSK-126 treatment had reduced levels of H3K27me3 (Figure 7B), which is expected from the inhibition of this lysine methyltransferase. A smaller number of peaks showed increases in H3K27me3, which could arise from secondary effects of EZH2 inhibition on other processes such as EZH1 function (Shen et al., 2008) or histone turnover (Chory et al., 2019). Regions that lost H3K27me3 after GSK-126 treatment showed a similar genomic distribution to the overall distribution of H3K27me3 peaks in CGNs (Figure 7—figure supplement 2B–C). GSK-126-sensitive H3K27me3 promoter peaks were found at genes enriched for GO terms associated with several non-neuronal cell types, consistent with the hypothesis that PRC2 functions in postmitotic cells at least in part to maintain the chosen cell fate by repressing genes that represent alternate fates (Ferrai et al., 2017; Figure 7—figure supplement 2D).

Interestingly, a large number of H3K27me3 peaks remained unchanged after GSK-126 treatment (Figure 7A), suggesting that different sites of H3K27me3 are differentially sensitive to EZH2 inhibition during this period of CGN differentiation. To determine how GSK-126 sensitivity relates to differential changes in H3K27me3 during CGN differentiation, we took the three clusters of H3K27me3 peaks we derived in Figure 6D (H3K27me3 Up DIV1-7, Down DIV 1–7, or Unchanged) and created metagene plots to quantify the average H3K27me3 signal on DIV5 at these promoters in cells treated with the EZH2 inhibitor versus control (Figure 7C). Promoters that normally gain H3K27me3 over CGN differentiation were the most strongly affected by GSK-126 treatment, indicating that the activity of EZH2 in postmitotic neurons is required for the de novo acquisition of H3K27me3 peaks at these genes. Promoters where H3K27me3 is unchanged across development also showed some loss of signal, suggesting that EZH2 plays a role in the general maintenance of this repressive mark. By contrast, the set of promoters that normally lose H3K27me3 over the course of CGN development still retained substantial H3K27me3 signal at DIV5 and this was almost entirely unaffected by EZH2 inhibition. Thus, these data show that different classes of promoters are differently sensitive to the inhibition of EZH2 during postmitotic stages of differentiation. Given that we have shown the developmental regulation of H3K27me3 at these promoters to correlate with changes in gene expression, we next asked about the consequence of GSK-126 treatment for gene expression.

We performed RNA-seq on CGN cultures at DIV5 +/− GSK-126 treatment and compared the effects of EZH2 inhibition to the developmental regulation of these same genes during normal CGN differentiation (Figure 7D). Some of the genes that showed higher levels of expression in neurons treated with GSK-126 (e.g. *Mycn, Ebf3*) are normally downregulated as CGNs mature. These genes have EZH2-dependent developmental increases in H3K27me3 at their promoters (Figure 7E) and/or enhancers (Figure 7F), suggesting that the developmental gain of this repressive modification facilitates turning these genes off. However, we were surprised to find that GSK-126 treatment also reduced the expression of genes such as *Gabrd* and *Grin2c* that are normally induced as CGNs differentiate, even though the levels of H3K27me3 at these gene promoters (Figure 7E) and enhancers (Figure 7F) were unaffected by GSK-126 treatment.

To determine if this relationship held broadly, we again used the gene clusters from Figure 6D (H3K27me3 Up DIV1-7, Down DIV 1–7, or Unchanged) and determined how gene expression changed across the genes in these clusters following EZH2 inhibition. These data show that, relative to the set of genes where H3K27me3 does not change over development, genes whose promoters normally gain H3K27me3 over development showed increased expression after GSK-126 treatment, whereas genes whose promoters normally lose H3K27me3 during development showed reduced expression (Figure 7G**, left**). To understand why the late genes had reduced expression after EZH2 inhibition despite having normal H3K27me3, we considered the possibility that the elevated expression of the early genes could inhibit late gene expression. To address this possibility, we performed a second experiment in which we added GSK-126 at DIV3, after H3K27me3 has already been added at many of the early-expressed gene promoters (Figure 6D and E). 

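For this second experiment, CGNs received GSK-126 or its vehicle DMSO at DIV3 and RNA was collected at DIV5 from 3 cultures per group, and the paper's text does not name the dose given at DIV3. The sample labels name cerebellar tissue and DIV3, and the values here follow the paper's culture and days. Poly-A enriched RNA was sequenced as paired reads, and the authors deposited the number of reads that HTSeq counted on the exons of each gene of GRCm38, without normalization. Each of the 6 count tables listed 55341 genes, the same set of symbols as GENCODE M21, which gave the coordinates used here. The paper's text does not name the strand setting of the counting, so values of genes that overlap a gene on the opposite strand are uncertain. The counts on genes were 8539663, 11280632 and 11594643 in DMSO replicates 1, 2 and 3 (median 11280632) and 13092763, 9191209 and 7407189 in GSK-126 replicates 1, 2 and 3 (median 9191209). Between 45.3% and 46.6% of the reads listed per library had no feature in HTSeq's counting. With the strand setting unnamed, these reads need not lie outside annotated exons. Counts were normalized with edgeR's TMM method, and 16729 genes kept by edgeR's filterByExpr were tested for GSK-126 against DMSO with its quasi-likelihood test, at a Benjamini-Hochberg adjusted p under 0.05. In this fit 0 genes passed in either direction, and 296 genes were higher and 369 lower at an unadjusted p under 0.05. The smallest adjusted p was 0.386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups did not overlap for 1579 genes, or 9.44% of those tested. Chance gives 10% for 6 exchangeable libraries, which libraries that share a replicate number are not. The alternative that moved these counts most added the replicate number as a block, since libraries with the same number deviated together. With this block, 561 genes were higher and 851 lower with GSK-126, and 1578 and 2017 were so at an unadjusted p under 0.05. Of the 354 genes that the authors list as upregulated in this experiment (Supplementary file 3), 343 were called higher with the block, and 612 of the 628 that they list as downregulated were called lower. All 354 and all 628 listed genes had the authors' direction in the fit without the block, with median log2 fold changes of 0.40 and -0.42. Those lists were made by the study from these samples, so this overlap is not independent evidence. Without the block, DESeq2's Wald test called 19 genes higher and 2 lower, of which 15 and 2 were in the authors' lists.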

When we ran RNA-seq at DIV5 and repeated the analysis of gene expression by cluster, now we found no significant difference in the expression of the genes that gain H3K27me3 during CGN development compared with the H3K27me3 Unchanged gene cluster, but we still observed a significant reduction in expression of the late-expressed genes that lose promoter H3K27me3 over time (Figure 7G**, right**). These data are important because they show that proper expression of the mature CGN gene expression program requires not only the KDM6B-dependent removal of H3K27me3 at late gene promoters but also the EZH2-dependent addition of H3K27me3 elsewhere in the genome. 

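The genes that gain H3K27me3 from DIV1 to DIV7 were taken from Supplementary file 3, where the list held 584 symbols, of which 449 were tested. Their median log2 fold change with GSK-126 added at DIV3 was 0.14 (quartiles -0.065 and 0.28), and 311 of them were higher and 138 lower than with DMSO. The list of genes with unchanged H3K27me3 was not used here, so the comparison was with all other tested genes, whose median was -0.010. The difference of 0.15 had an adjusted p of 3.9e-04 from limma's camera test with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 21 gene lists. With each replicate pair taken alone, the difference was 0.15, 0.11 and 0.13 in pairs 1, 2 and 3 (SD 0.022, n = 3). The alternative that moved the call most was the correlation between genes, since the adjusted p was 0.551 from camera with an estimated correlation and 0.644 from fry, both with Benjamini-Hochberg adjustment. With the replicate block, camera with an estimated correlation gave an adjusted p of 0.185 and fry 0.0828, both with Benjamini-Hochberg adjustment. Without DMSO replicate 2 the difference was 0.013 (adjusted p = 0.523, camera with Benjamini-Hochberg adjustment), without GSK-126 replicate 1 it was 0.058 (adjusted p = 0.190), and without GSK-126 replicate 2 it was 0.27. Each of these fits breaks a pair, and in the block fits without a whole pair the difference stayed between 0.12 and 0.16, past the threshold with camera. Treated as independent of one another, the same genes lay 0.14 above random lists of as many tested genes (permutation test across genes, 100000 resamples, two-sided, p = 1e-05, the smallest they can give). Single genes of the list passed the threshold 0 times without the block, both over all genes tested and adjusted over the list alone, with 27 at an unadjusted p under 0.05, and 58 and 70 times with the block. Of the 58, 38 were higher and 20 lower. The list of late-expressed genes that lose promoter H3K27me3 was held only in part, 1999 of its 2468 entries, so it was described and not tested. In the part held, 991 genes had a median log2 fold change of -0.021 (quartiles -0.26 and 0.19), with 460 higher and 531 lower. Its medians in pairs 1, 2 and 3 were -0.027, -0.027 and -0.086, and those of the 15293 genes in neither list were -0.0026, -0.029 and -0.0070, so in pair 2 the part held was not lower. In the fit of all 6 libraries the genes in neither list had a median of -0.0091. The median of the part held turned to 0.013 with upper-quartile normalization and 0.012 with total counts, which moved all genes up by 0.034, and it was -0.0069 without GSK-126 replicate 2 and -0.041 without GSK-126 replicate 3. With the block, 44 genes of this part were called higher and 146 lower, where 479 and 686 of the 15293 genes in neither list were. From the clusters in Figure 7G, in which early genes no longer differed from the unchanged genes while late genes were still reduced, the paper concludes that the mature CGN program needs KDM6B-dependent removal of H3K27me3 at late promoters and EZH2-dependent addition of it elsewhere.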

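Other gene lists of the paper were set beside the same 6 libraries, each as the median log2 fold change of its tested genes minus that of all other tested genes, with camera at the preset correlation and Benjamini-Hochberg adjustment over the 21 lists. The 522 promoters that lose H3K27me3 fast in the developing cerebellum in vivo fell by 0.15 relative to the other genes (camera, adjusted p = 1.2e-06), with 169 of them higher with GSK-126, and the shift was -0.063 without DMSO replicate 2 and -0.27 without GSK-126 replicate 2. The 573 promoters that lose it slowly moved by -0.013 (camera, adjusted p = 0.220), with signs that differed between pairs and a value of 0.028 without DMSO replicate 3. The 158 promoters that gain H3K27me3 in vivo rose by 0.17 (camera, adjusted p = 7.8e-05), with 118 of them higher, and by 0.059 without DMSO replicate 2 (camera, adjusted p = 0.131). Their rise was 0.098 without GSK-126 replicate 1 and 0.26 without GSK-126 replicate 2. Leaving out 1 library breaks a pair. With the block and a whole pair left out, their rise stayed between 0.14 and 0.20, past the threshold with camera. Of the promoters that gain H3K27me3 in Kdm6b-cKO mice, 141 genes were tested, of which 43 were higher and the median shift was -0.21 (camera, adjusted p = 1.2e-06). That shift was -0.062 without DMSO replicate 2 and -0.36 without GSK-126 replicate 2. The 382 genes whose promoters lost H3K27me3 in the CUT&RUN of cultures given GSK-126 at DIV1 rose by 0.14 (camera, adjusted p = 5.9e-04), with 270 of them higher. This rise was 0.0072 without DMSO replicate 2, 0.036 without GSK-126 replicate 1 and 0.077 without GSK-126 replicate 3, none past the threshold, and 0.27 without GSK-126 replicate 2. These fits break a pair, and with the block and a whole pair left out it stayed between 0.12 and 0.15, past the threshold with camera. Of the genes in the fast, slow, in vivo gaining, Kdm6b-cKO and CUT&RUN lists, 0 passed over all genes tested or adjusted over the list alone, with 56, 54, 7, 21 and 27 at an unadjusted p under 0.05, and with the block 154, 113, 15, 60 and 44 passed over all genes tested. Genes that the authors list as changed when GSK-126 was added at DIV1 moved the same way when it was added at DIV3, though the paper's text does not say whether the experiments share control libraries. Of the 244 genes only in the DIV1-DIV5 lists, 240 did so, and in 10 simulations in which only shared controls acted, 212 to 229 did. Those simulations drew libraries without pairs, at the spread of the fit without the block, so they cannot decide whether shared controls acted. Of 392 upregulated genes, 388 were higher (shift 0.36, camera, adjusted p = 8.5e-50), and 0 of the 259 downregulated genes were higher (shift -0.58, camera, adjusted p = 1.8e-69). Without DMSO replicate 2 these shifts were 0.23 and -0.29, without DMSO replicate 3 the rise was 0.56, and without GSK-126 replicate 3 it was 0.24. Between the experiments, 187 and 220 of these genes are also in the authors' DIV3-DIV5 lists. Of the upregulated list, 0 genes passed the threshold over all genes tested and 24 when adjusted over the list alone, with 80 at an unadjusted p under 0.05, and 232 and 318 passed with the replicate block. Of the downregulated list, 0 passed in both ways, with 93 at an unadjusted p under 0.05, and 243 and 255 passed with the block. With an estimated correlation or with fry, 0 of the 21 lists passed an adjusted p of 0.05 without the block. With the block, fry kept the fast, in vivo gaining, Kdm6b-cKO and both DIV1 lists, and camera with an estimated correlation kept the DIV1 downregulated list (adjusted p = 0.0448 with Benjamini-Hochberg adjustment).

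**Figure D3:**
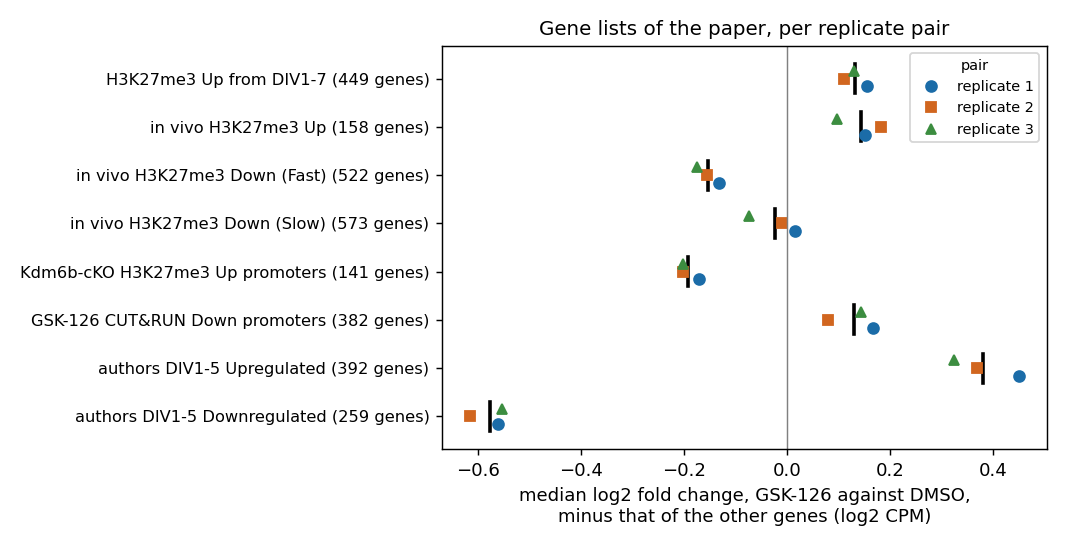
Median log2 fold change of each list's genes between GSK-126 and DMSO minus that of the other tested genes (x axis, log2 scale), for the 8 lists of the paper that were tested (y axis, number of genes tested in brackets). Each point is the difference within 1 pair of libraries with the same replicate number and each black line is the mean of the 3 pairs. The list of genes upregulated after addition at DIV1 lies between 0.32 and 0.45, the downregulated list between -0.62 and -0.55, and the slowly losing promoters on both sides of 0.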

We discuss possible mechanisms below that may explain this requirement for EZH2 in setting up the mature gene expression program for later induction.

## Discussion

In this study, we investigated the role of H3K27me3 turnover in postmitotic gene regulation, using the maturation of mouse CGNs as a model system. PRC2 activity has long been studied as a mechanism of early cell-fate specification in mammals through the deposition of H3K27me3 and silencing of fate-defining genes during the differentiation of embryonic stem cells (ESCs) into other cell types including neural progenitor cells (NPCs) and early neurogenesis (Mohn et al., 2008; O’Carroll et al., 2001; Pereira et al., 2010). Our study demonstrates that dynamic changes in H3K27me3 continue in postmitotic neurons at specific sites in the genome to coordinate the temporal induction of gene expression programs that underlie functional maturation. Increases in H3K27me3 occurred rapidly after cell cycle exit, whereas demethylation occurred gradually and these turnover kinetics strongly correlated with the kinetics of regulated gene expression. We identified a subset of transcriptional enhancers that show developmental regulation of H3K27me3 but observed a bias in the genomic distribution of regulated sites toward gene promoters, especially for sites of H3K27me3 demethylation. Promoters that gained H3K27me3 after cell cycle exit were enriched for genes involved in proliferation and cell-fate specification such as *Atoh1* and *Myc*. By contrast, developmentally demethylated promoters included those for genes that confer mature function on synapses such as the NMDA receptor subunit *Grin2c* and the metabotropic glutamate receptor *Grm4*. This suggested to us that there are temporally coordinated mechanisms of enzymatic H3K27me3 turnover during CGN maturation, and that postmitotic H3K27me3 demethylation may be a key step for timing functional synaptic maturation.

Our in vivo cerebellar data show that developmental loss of H3K27me3 from gene promoters is facilitated by KDM6B, and further conditional knockout of KDM6B in CGNs impaired the expression of genes that are induced as CGNs mature. *Kdm6b* expression is upregulated in newborn CGNs in the inner EGL (Wijayatunge et al., 2018), and we speculate that the temporal increase in expression of this enzyme may tip the balance of H3K27me3 regulation to favor histone demethylation at specific target sites. Our evidence that genes with increased H3K27me3 in the *Kdm6b*-cKO mice overlap those that show developmental loss of H3K27me3 is consistent with the possibility that KDM6B functions enzymatically to demethylate histones at these gene promoters. However, chromatin regulators including KDM6B have scaffolding functions as well as enzymatic functions (Kim et al., 2013; Kim et al., 2018; Miller et al., 2010; Ohguchi et al., 2017; Xun et al., 2017), thus we attempted to use pharmacological inhibition of KDM6B to validate the role of its enzymatic activity in developing CGN gene regulation. The small molecule GSK-J4 is a relatively selective inhibitor of the KDM6 family compared with other histone demethylases, and it was previously demonstrated in primary human macrophages to block LPS-mediated histone demethylation and induction of TNFa expression with an IC_50_ of 9 µM and no apparent toxicity up to 30 µM (Kruidenier et al., 2012). By contrast, we found 50% cytotoxicity in CGNs at a GSK-J4 concentration of just 3.1 µM and no evidence by western blot or CUT&RUN for any global or local changes in H3K27me3 when the drug was applied at the non-toxic dose of 1 µM.

Moving forward, as an alternative to pharmacological inhibition of KDM6B, genetic mutation of the JmjC domain of KDM6B offers an effective means to test its functional requirement in neuronal H3K27me3 demethylation (Nakka et al., 2022). Indeed, a prior study showed that in a BAC transgene, enzymatically dead KDM6B was unable to rescue perinatal death in KDM6B knockout mice, which is consistent with a requirement for the enzymatic function of KDM6B in the maturation of the respiratory circuit (Burgold et al., 2012). Our data now identify a set of genes induced in maturing neurons that function at synapses and require active H3K27me3 demethylation for their induction. Several of the targets of KDM6B-regulated demethylation and induction encode gene products known to play key roles in the functional maturation of synapses. These include the glutamate receptor subunit genes *Grin2c* and *Grm4,* which play important roles in cerebellar motor function and synaptic plasticity (Kadotani et al., 1996; Pekhletski et al., 1996), the GABA-A receptor delta subunit gene (*Gabrd*), which modulates the subcellular localization and neurosteroid sensitivity of GABA-A receptors (Vicini et al., 2002) and the neuronal pentraxin receptor gene *Nptxr,* which promotes the formation and stabilization of both excitatory and inhibitory synapses (Lee et al., 2017). Impaired or delayed induction of these genes in the absence of KDM6B has implications for understanding how mutations in KDM6B may lead to behavioral phenotypes in ASD via altered maturation of neural circuit function. Interestingly, mutations in another ASD-associated chromatin regulator, DNMT3A, that impair DNA methylation-dependent mechanisms of gene repression appear to be partially compensated by changes in H3K27me3 (Li et al., 2022). Future studies will be needed to address whether the modulation of H3K27me3 could function as a point of biological convergence downstream of multiple ASD-associated chromatin regulators.

Our observation that H3K27me3 removal occurs at only a subset of genes that are developmentally induced during CGN maturation raises the question of how these promoters are marked for methylation and demethylation. Through an unbiased approach, we showed that promoters that lose H3K27me3 during CGN maturation are strongly enriched for binding of the transcription factors ZIC1/2; thus, one possibility is that an interaction between KDM6B and the ZICs selects these genes for induction in maturing neurons. ZIC1/2 are strong drivers of CGN maturation (Frank et al., 2015), and mutation of these genes is associated with cerebellar disorders, showing their importance in CGN development (Blank et al., 2011; Twigg et al., 2015). ZIC1 and 2 are zinc-finger binding proteins that exhibit dynamic DNA binding properties during cerebellar maturation, and they regulate the expression of both early and late CGN maturation genes (Frank et al., 2015). Given the strong association of H3K27ac enrichment at these promoters, however, it is likely that ZIC1/2 binding is a consequence and not a cause of H3K27-demethylation at promoters. It would, therefore, be essential to measure the genome-wide enrichment patterns of KDM6B during CGN maturation, in order to identify its binding partners and direct targets. Existing literature investigating KDM6B dynamics across the epigenome is sparse owing to the lack of well-validated, commercially available KDM6B antibodies. Nevertheless, KDM6B has been shown to localize to promoters and enhancers of neurogenic genes in NSCs (Estarás et al., 2012; Park et al., 2014), and more recently to induce muscle regeneration gene *Has2*, by removing H3K27me3 from its promoter, to initiate muscle repair in response to injury (Nakka et al., 2022). KDM6B targeting to these specific loci might be facilitated through interactions with TFs (Dai et al., 2010; Estarás et al., 2012), and chromatin remodeling complexes (De Santa et al., 2007). For example, KDM6B has been shown to strongly associate with the ATP-dependent chromatin remodelers mSWI/SNF or BAF complex, by interacting with its subunits which in turn potentiate its activity (Narayanan et al., 2015). This interaction has been shown to play a role in neuronal development (Narayanan et al., 2015; Nguyen et al., 2018).

Interestingly, we find that maturation of CGN transcriptional programs not only depends on the loss of H3K27me3 at genes that turn on late, but also requires the addition of H3K27me3 at regions that gain this mark in newly postmitotic neurons. Using CUT&RUN in cultured CGNs, we discovered that the rapid increases in H3K27me3 that accumulate in newly postmitotic neurons are highly sensitive to inhibition of EZH2 with GSK-126. Failure to gain H3K27me3 at these sites in differentiating neurons not only prevented the developmental downregulation of CGN progenitor markers like *Mycn, Jag1,* and *Ebf3* but also impaired the developmental induction of late genes like *Gabrd*, *Grm4,* and *Grin2c*. The impact of GSK-126 on the mature CGN transcriptional program, however, was not due to changes in H3K27me3 regulation at promoters of the late genes themselves. This shows that the postmitotic addition of H3K27me3 at specific genomic sites is crucial in regulating the induction of genes that turn on well after neuronal cell fate is determined.

These data raise the question of how the PRC2 complex function might indirectly regulate the activation of late gene expression programs over a period of days. One prior study that reported the consequences of knocking out EZH2 in postmitotic neuronal cultures showed that this resulted in the loss of H3K27me3 at the promoter of the *Prdm13* gene and enhanced expression of this transcriptional repressor, which they suggested then led indirectly to reduced expression of its target genes in the knockout neurons (Buontempo et al., 2022). Though a similar mechanism could be at play in our cultures, *Prdm13* expression and promoter H3K27me3 were unaffected by EZH2 inhibition in our DIV5 CGNs, thus we have considered alternative explanations. Notably, developmental gains in H3K27me3 during postmitotic differentiation are relatively equally split between promoters, gene bodies, and distal intergenic regions (Figure 1D). By comparing these sites of H3K27me3 regulation to other chromatin marks, we found that the majority of non-promoter peaks of H3K27me3 do not overlap enhancers. These data raise the possibility that rather than functioning to control transcriptional regulatory elements directly, H3K27me3 might contribute to gene regulation through an alternate mechanisms such as by impacting chromatin architecture. PRC2-dependent deposition of H3K27me3 has been shown in some cases to contribute to physical interactions between enhancers and their target genes by anchoring chromatin loops (Cruz-Molina et al., 2017; Kraft et al., 2022). These loops may then poise genes for enhancer activation later upon receiving a developmental stimulus. The gain of H3K27me3 in early differentiating CGNs could serve a similar function to establish such enhancer contacts with the promoters of late genes such that when KDM6B demethylates these promoters, the enhancer can permit activation. In the future, investigating dynamics in higher-order chromatin structure through low-input techniques such as HiCAR (Wei et al., 2022) might help inform how H3K27me3 dynamics contribute to gene regulation in postmitotic neurons.

## Materials and methods

### Animal husbandry

We performed all procedures under an approved protocol from the Duke University Institutional Animal Care and Use Committee. *Kdm6b* floxed mice described in Manna et al., 2015 were obtained from Jackson Labs (Stock #029615, RRID #IMSR_JAX:029615). These mice contain *loxP* sites flanking exon 14–20, encoding the catalytic Jumonji-C domain, of the mouse *Kdm6b* gene on chromosome 11. *Atoh1-Cre* mice were obtained from Jackson Labs (Stock #011104, RRID #IMSR_JAX:011104). Mice were genotyped by ear clipping at the time of weaning using protocols described on the Jackson Labs website. CD-1 IGS mice (#Strain 022, #IMSR_CRL:022) and C57BL/6NCrl mice (#Strain 027, RRID #IMSR_CRL:027) were obtained from Charles River Laboratories. Both male and female mice were used for all experiments in this study.

### CGN culture

Cerebella of CD1-IGS mice were dissected at P6-P8. Cells were dissociated and run on a Percoll gradient to isolate cerebellar GNPs as previously described (Bilimoria and Bonni, 2008). GNPs were plated at a density of 1 million cells/well in a 24-well plate for RNA or protein isolation. At a day in vitro 2 (DIV2) CGNs were treated with 1 µM Cytosine Arabinoside (AraC) (Sigma #C1768) to block the division of any non-neuronal cells. The KDM6 family inhibitor GSK-J4 (Sigma #SML0701) (Kruidenier et al., 2012) and the EZH2-specific inhibitor GSK-126 (Cayman #15415) (McCabe et al., 2012) were first used in a dose-response assay to determine IC_50_ in CGNs. For this, Cell Titer Glo (Promega #G7570) was performed on CGNs cultured in a 96-well plate at a density of 100,000 cells/well, with inhibitors added one time at DIV1 and CGNs processed for downstream assays at DIV5. Further experiments with inhibitors were performed by treating CGNs one time at either DIV1 or DIV3 and processing for downstream assays at DIV5, using doses as specified in the text.

### RT-qPCR

CGNs were lysed in TRIzol Reagent (Thermo #15596026) at a volume of 0.25 mL per 1 million cells for RNA purification. Isolated RNA was analyzed using a nanodrop to determine concentration and purity, after which it was treated with DNase I (NEB #M0303S). We made Oligo(dT) primed cDNA using Superscript-II Reverse Transcriptase (Invitrogen #19064014). qPCR was carried out on an Applied Biosystems Quantstudio 3 Thermal cycler using Power SYBR Green PCR Master Mix (Thermo #4367659) and PCR primers targeting the gene/locus of interest (Supplementary file 1). qPCR data was processed and analyzed using the 2^-ddC(t)^ method (Livak and Schmittgen, 2001).

### RNA-seq

RNA for RNA-seq was obtained by processing cerebellar tissue or CGN cultures with Trizol reagent followed by clean up on the Zymo Direct-zol RNA miniprep kit (Zymo #R2052). RNA purity was measured to ensure samples had A260/280 and A260/230 values >1.9. RNA was then polyA enriched and 150 bp paired-end sequencing was performed by Novogene, Inc on an Illumina Hi-seq 2000 machine. Unless specifically noted in the text, three independent biological replicates were sequenced for each condition.

### Chromatin immunoprecipitation

#### Cerebellar tissue

We pooled cerebellum from three C57BL/6NCrl (Charles River Laboratories IMSR Cat# CRL:027, RRID: IMSR_CRL:027) P7 mice, two P14 mice and one P60 mouse for each biological replicate. Both male and female mice were used. Cerebellum samples were dounced in a glass homogenizer containing 2 ml of 1% formaldehyde (w/v) PBS buffer per sample and kept at 25 °C for 15 min, washed twice with cold PBS, lysed in 600 μl lysis buffer (1% SDS (w/v), 10 mM EDTA, and 50 mM Tris, pH 8.1). The cross-linked material was sonicated with a Bioruptor (Diagenode), with output set to ‘high’ with 30 s on/off cycles to an average size range of 150–350 bp which was then determined by agarose gel electrophoresis. Sonicated chromatin was centrifuged for 10 min at 14,000 RPM at 4 °C, after which the supernatant was diluted 10-fold in dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.1, 167 mM NaCl). Prior to immunoprecipitation, 6 μl of antibody (anti-H3K27Me3, Active Motif 39155, RRID: AB_2561020) was incubated with 100 μl of Dynabeads Protein G (Invitrogen 10004D) in PBS for 4–6 hr at 4 °C. The antibody-bead conjugate was then washed twice with cold PBS, and added to 6 ml of cell lysis for overnight immunoprecipitation at 4 °C. The following day, bead-bound DNA-protein complexes were washed, eluted, and purified using a PCR purification kit (Cat# 28104, Qiagen). ChIP-seq libraries were made using the MicroPlex Library Preparation kit V2 (C05010012, Diagenode); and 50 bp single-end sequencing was performed at the Duke Sequencing and Analysis Core Resource on a Hi-Seq 2000 machine. Unless specifically noted in the text, three independent biological replicates were performed for each developmental time point, and ChIP reagents were prepared according to the Millipore 17–295 ChIP kit.

### Nuclear isolation of CGNs for CUT&RUN

CGNs were scraped into 1 X DPBS at 0.25 mL per 1 million cells and then ‘pop-spun’ according to the REAP method (Suzuki et al., 2010), until the rotor reached 7000 rpm. Pellets were then washed once with 1 X DPBS and pop-spun again, after which they were resuspended in Nuclei Isolation Buffer (20 mM HEPES pH 7.9, 10 mM KCl, 2 mM Spermidine, 0.1% v/v Triton X-100, 20% v/v glycerol), incubated on ice for 5 min and then spun at 2000 g for 5 min at 4 °C. After this step the supernatant was removed, and pelleted nuclei were then resuspended in Nuclei Storage Buffer (20 mM Tris-HCl pH 8.0, 75 mM NaCl, 0.5 mM EDTA, 50% v/v glycerol, 1 mM DTT, 0.1 mM PMSF) and stored in –80 °C until ready to process.

### CUT&RUN

CUT&RUN was performed on nuclei isolated from CGN cultures using the CUTANA ChIC/CUT&RUN kit (EpiCypher #14–1408) as per manufacturer guidelines. Specific changes made to the protocol are noted here. Nuclei in Nuclei Storage Buffer were pelleted and resuspended in Nuclei Isolation Buffer. Nuclei were then incubated with activated ConA beads. Antibodies used for CUT&RUN were: H3K27me3 (Active Motif 39155, RRID: AB_2561020), H3K4me3, and IgG (positive and negative controls included in the kit). CUT&RUN libraries were made using the NEB Ultra II DNA Library Prep Kit for Illumina (NEB #E7645L), and NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs) (NEB #E6440S). Library cleanup was performed prior to and after PCR amplification using 0.8 X Kapa Hyperpure beads (Roche #08963851001). PCR amplification was performed with the following parameters as described in the EpiCypher CUT&RUN kit: (1) 98 °C, 45 s; (2) 98 °C, 15 s; 60 °C, 10 s × 14 cycles; (3) 72 °C, 60 s. Libraries were then pooled and 50 bp paired-end sequencing was performed at the Duke Sequencing and Analysis Core Resource on a NovaSeq 6000 S-Prime flow cell. Three independent biological replicates were performed for each developmental time point and drug treatment.

### Sequencing data processing

#### ChIP-seq

ChIP-seq reads were quality scored and screened through fastQC, trimmed for adapter sequences using Trimmomatic 0.38, and then aligned to the mouse GRCm38.p4 reference genome using STAR 2.7.2b. Alignments were filtered for mapped reads using samtools and then normalized using the bamCoverage function of the deepTools2.0 suite. ChIP-seq tracks were generated using bamCoverage, to generate continuous BigWig files. Peak calling was performed using Macs2, with parameters for broad peaks and an FDR threshold of 0.01. H3K4me1 ChIP-seq data, obtained from Ramirez et al., 2022 was additionally processed by normalizing IP’d read to input using the bamCompare function of the deepTools2.0 suite due to their lower signal-to-noise ratio compared to H3K27me3, H3K4me3, and H3K27ac data.

#### CUT&RUN

CUT&RUN reads were processed the same as ChIP-seq reads until peak-calling. Peak calling was performed using Macs2, with parameters for broad peaks and an FDR threshold of 0.1.

#### RNA-seq

RNA-seq reads were processed similarly to ChIP-seq reads until and excluding peak calling. Read counts for genes were generated using HTseq2 count, with the feature type set to ‘exon,’ and the Gencode GRCm38.p4 GTF annotation file.

### Western blot

#### Cerebellar tissue

For the preparation of protein lysates from cerebellar tissue, we pooled cerebellum from two P7 mice, one P14, and one P60 mouse for each biological replicate. Cerebellum samples were dounced 50 times with PBS in a glass homogenizer, centrifuged at 8000 × g for 5 min, and washed twice with cold PBS, then pellets were re-suspended in 300 µL extraction buffer (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl), supplemented with 1 X protease inhibitor cocktail (Roche, Indianapolis, IN). Thereafter, 60 µL of 1 N HCl was added to the cell lysates and kept on ice for 30 min, following which the cell lysates were centrifuged at 11,000 × g for 10 min at 4 °C. Protein concentration of acid-soluble supernatants was measured using a Pierce BCA protein assay kit (Cat # 23227, Thermo). 20 µg of acid-soluble supernatant was used for western blots. Samples were loaded onto wells of a 10–20% gradient gel and run at 150 V for 30–40 min in running buffer (25 mM Tris-HCl, 192 mM Glycine, 0.1% w/v SDS) after which protein was transferred onto a PVDF membrane (BioRad #1620177) in transfer buffer (25 mM Tris-HCl, 192 mM Glycine, 20% v/v Methanol) for 1 hr at 100 V or overnight at 30 V. The membrane was blocked for 1 hr in 5% (w/v) BSA (Sigma #A3059) in TBST. After the blocking step, the membrane was incubated with primary antibody overnight at 4 °C. The following day, the primary antibody was removed, after which the membranes were washed three times with TBST for 5 min each, incubated with secondary antibody for 1 hr, and then again washed three times with TBST for 5 min each. At the end of this, membranes were imaged using the Li-Cor Odyssey using appropriate exposure times for the target antibodies.

#### CGN culture

Cells were scraped into PBS from six-well plates at the relevant endpoints, centrifuged at 200 × g for 5 min, and washed twice with PBS. Pellets were then resuspended in 100 µL of extraction buffer (described above), after which 20 µL of 1 N HCl was added. Samples were hereafter processed as described above.

#### Antibodies

The antibodies used for western were H3K27Ac (Abcam ab4729), H3K27Me3 (Active Motif 39155, RRID: AB_2561020), and Total H3 (Tissue: Millipore 05–499, Culture: Cell Signaling 9715). Western blot signals were detected by Li-Cor Odyssey InfraRed Imaging System (Lincoln, NE) with the secondary antibodies, CF770 goat anti-Rabbit, (Biotium 20078), and CF 680 goat anti-mouse, (Biotium 20065). Protein bands were quantified using ImageJ.

#### Statistics and reproducibility

Biological replicates (in vivo) are defined as individual mouse cerebellar tissue (per replicate) or (*in culture*) CGNs derived from pooled cerebellar tissue from mouse litters (per replicate). Statistics on Western blot quantification were performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test. The R package DESeq2 (Love et al., 2014) was used for read-count normalization and differential binding analysis. R package ChIPseeker (Yu et al., 2015) was used to annotate ChIP-seq peaks using a window of TSS ± 3000. ‘Promoters’ is a group of ChIPseeker terms ‘Promoter ( ≤ 1 kb), Promoter (1–2 kb), and Promoter (2–3 kb). Gene Body is a group of terms including 5’ UTR, 3’ UTR, Intron, and Exon. Statistics for violin plots comparing distributions of Log2 fold changes of DESeq2 normalized read-counts for RNA-seq, ChIP-seq, and DNAse-seq data between clusters of genes, were performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test unless not normally distributed, in which case a Kruskal-Wallis test was performed. Heatmaps were generated using the Broad Institute’s Morpheus tool: https://software.broadinstitute.org/Morpheus, with the following clustering parameters: hierarchical clustering, complete linkage, one minus spearman rank correlation, and cluster by rows. VST-transformed counts used to generate heatmaps and clusters are provided in Supplementary file 2. Gene ontology analysis was performed using the GO consortium GO tool (Ashburner et al., 2000) using terms related to ‘Panther GO biological process slim’ (Mi et al., 2019). Genes used to generate GO terms are provided in Supplementary file 3. Metagene plots were created using SeqPlots (Stempor and Ahringer, 2016), by inputting bigwig and BED files (peak coordinates for plots centered around peaks, and gene coordinates for plots centered around genes) and setting a window of peak center/TSS +/- 5000 bp.

### GEO accession codes

H3K27me3 ChIP-seq data for P7, P14, and P60 cerebellum, WT and *Kdm6b*-cKO cerebellum; RNA-seq data for WT and *Kdm6b*-cKO cerebellum; CUT&RUN and RNA-seq data for cultured CGNs can be accessed at GEO: GSE212441. RNA-seq data for P7, P14, and P60 cerebellum and DIV0 and DIV7 CGNs, H3K27ac, ZIC1/2 ChIP-seq data, and DNAse-seq data for P7 and P60 cerebellum were adapted from Frank et al., 2015 and can be accessed at GEO: GSE60731. H3K4me3 ChIP-seq data from P6 and P22 cerebellum were obtained and adapted from Yamada et al., 2014 and can be accessed at GEO: GSE57758. H3K4me1 ChIP-seq data from the P9 cerebellum was obtained and adapted from Ramirez et al., 2022 and can be accessed at GEO: GSE183697. H3K4me3 PLAC-seq tracks were obtained from Yamada et al., 2019 and can be accessed at GEO: GSE127995.

## Data Availability

H3K27me3 ChIP-seq data for P7, P14 and P60 cerebellum, WT and Kdm6b-cKO cerebellum; RNA-seq data for WT and Kdm6b-cKO cerebellum; CUT&RUN and RNA-seq data for cultured CGNs can be accessed at GEO: GSE212441. RNA-seq data for P7, P14 and P60 cerebellum and DIV0 and DIV7 CGNs, H3K27ac, ZIC1/2 ChIP-seq data and DHS-seq data for P7 and P60 cerebellum were adapted from Frank et al., 2015. H3K4me3 ChIP-seq data from P6 and P22 cerebellum were obtained and adapted from Yamada et al., 2014 and can be accessed at GEO: GSE57758. H3K4me1 ChIP-seq data from P9 cerebellum was obtained and adapted from Ramirez et al., 2022 and can be accessed at GEO: GSE183697. H3K4me3 PLAC-seq tracks were obtained from Yamada et al., 2019 and can be accessed at GEO: GSE127995. Source data files for western blots in Figure 1, 7, Figure 1—figure supplement 1 and Figure 7—figure supplement 1 are included. Primers used to perform RT-qPCR have been provided in Supplementary file 1. DESeq2-normalized counts used to generate heatmaps in the study have been provided in Supplementary file 2. Gene lists used for Gene Ontology analyses have been provided in Supplementary file 3. Processed data, DESeq2 outputs and more are provided at https://github.com/WestLabDuke/CGN_H3K27me3_Dynamics, (copy archived at West Lab at Duke, 2023). The following dataset was generated: RameshV LiuF MintoM ChanU WestAE 2022Bidirectional changes in postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamicsNCBI Gene Expression OmnibusGSE21244110.7554/eLife.86273PMC1018182537092728 The following previously published datasets were used: FrankCL LiuF WijayatungeR SongL BieglerMT YangMG VockleyCM SafiA GersbachCA CrawfordGE WestAE 2015Regulation of chromatin accessibility and Zic binding at enhancers in the developing cerebellumNCBI Gene Expression OmnibusGSE6073110.1038/nn.3995PMC441488725849986 YamadaT YangY HembergM YoshidaT ChoHY MurphyJP FioravanteD RegehrWG GygiSP GeorgopoulosK BonniA 2014Promoter Decommissioning by the NuRD Chromatin Remodeling Complex Triggers Synaptic Connectivity in the Mammalian BrainNCBI Gene Expression OmnibusGSE5775810.1016/j.neuron.2014.05.039PMC426646224991957 RamirezM GoldowitzD 2021Temporal analysis of enhancers during mouse brain development reveals dynamic regulatory function and identifies novel regulators of cerebellar developmentNCBI Gene Expression OmnibusGSE18369710.7554/eLife.74207PMC939845335942939 YamadaT YangY ValnegriP JuricI AbnousiA MarkwalterKH GuthrieAN GodecA OldenborgA HuM HolyTE BonniA 2019Sensory experience remodels genome architecture in neural circuit to drive motor learningNCBI Gene Expression OmnibusGSE12799510.1038/s41586-019-1190-7PMC654270931068695

# Supplementary material for: Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics
**Source:** eLife. 2023 Apr 24;12:e86273. doi: 10.7554/eLife.86273
**Supplement:** Figure 1—source data 1.

## Slide 1
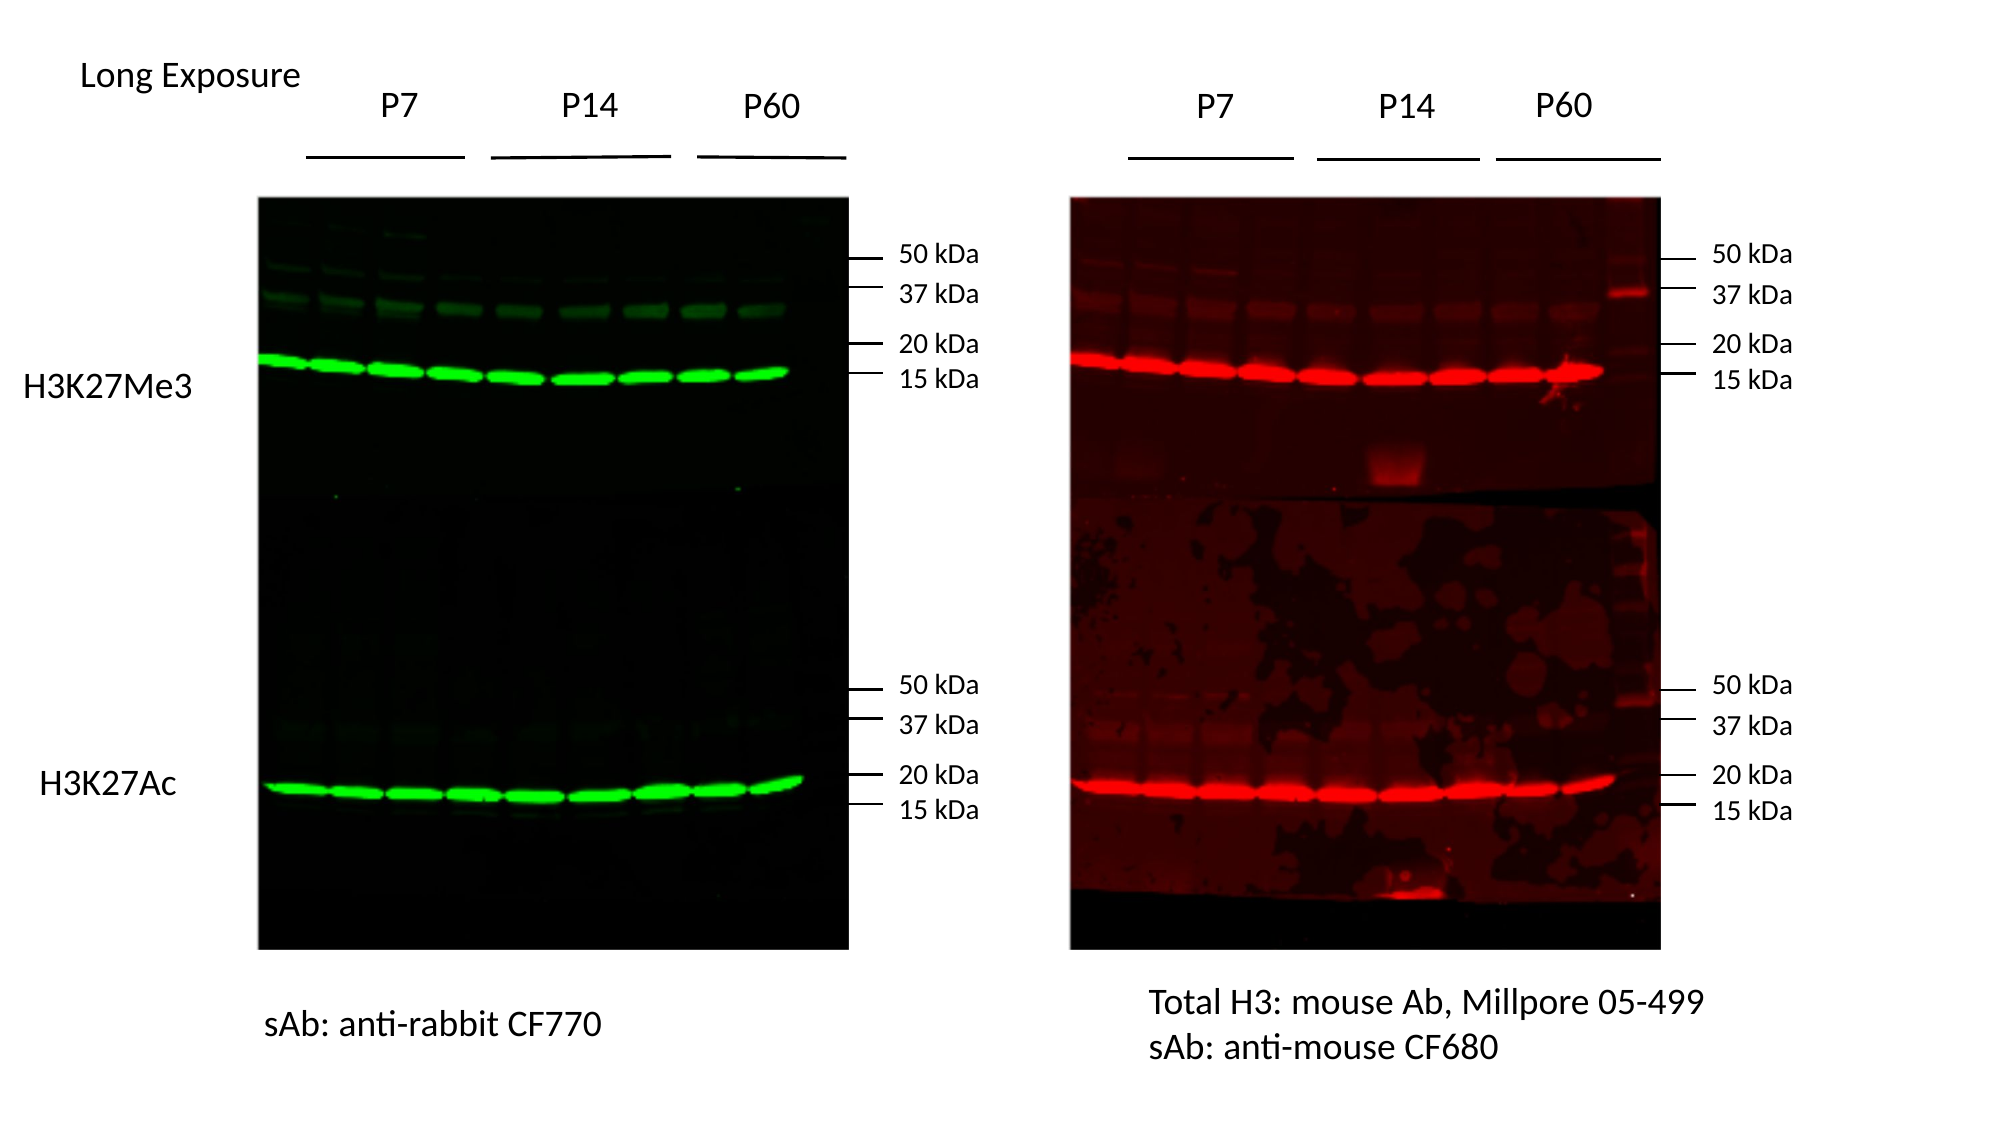

Long Exposure
P7
P14
P60
P60
P14
P7
50 kDa
50 kDa
37 kDa
37 kDa
20 kDa
20 kDa
15 kDa
15 kDa
H3K27Me3
50 kDa
50 kDa
37 kDa
37 kDa
20 kDa
20 kDa
H3K27Ac
15 kDa
15 kDa
Total H3: mouse Ab, Millpore 05-499
sAb: anti-mouse CF680
sAb: anti-rabbit CF770

## Slide 2
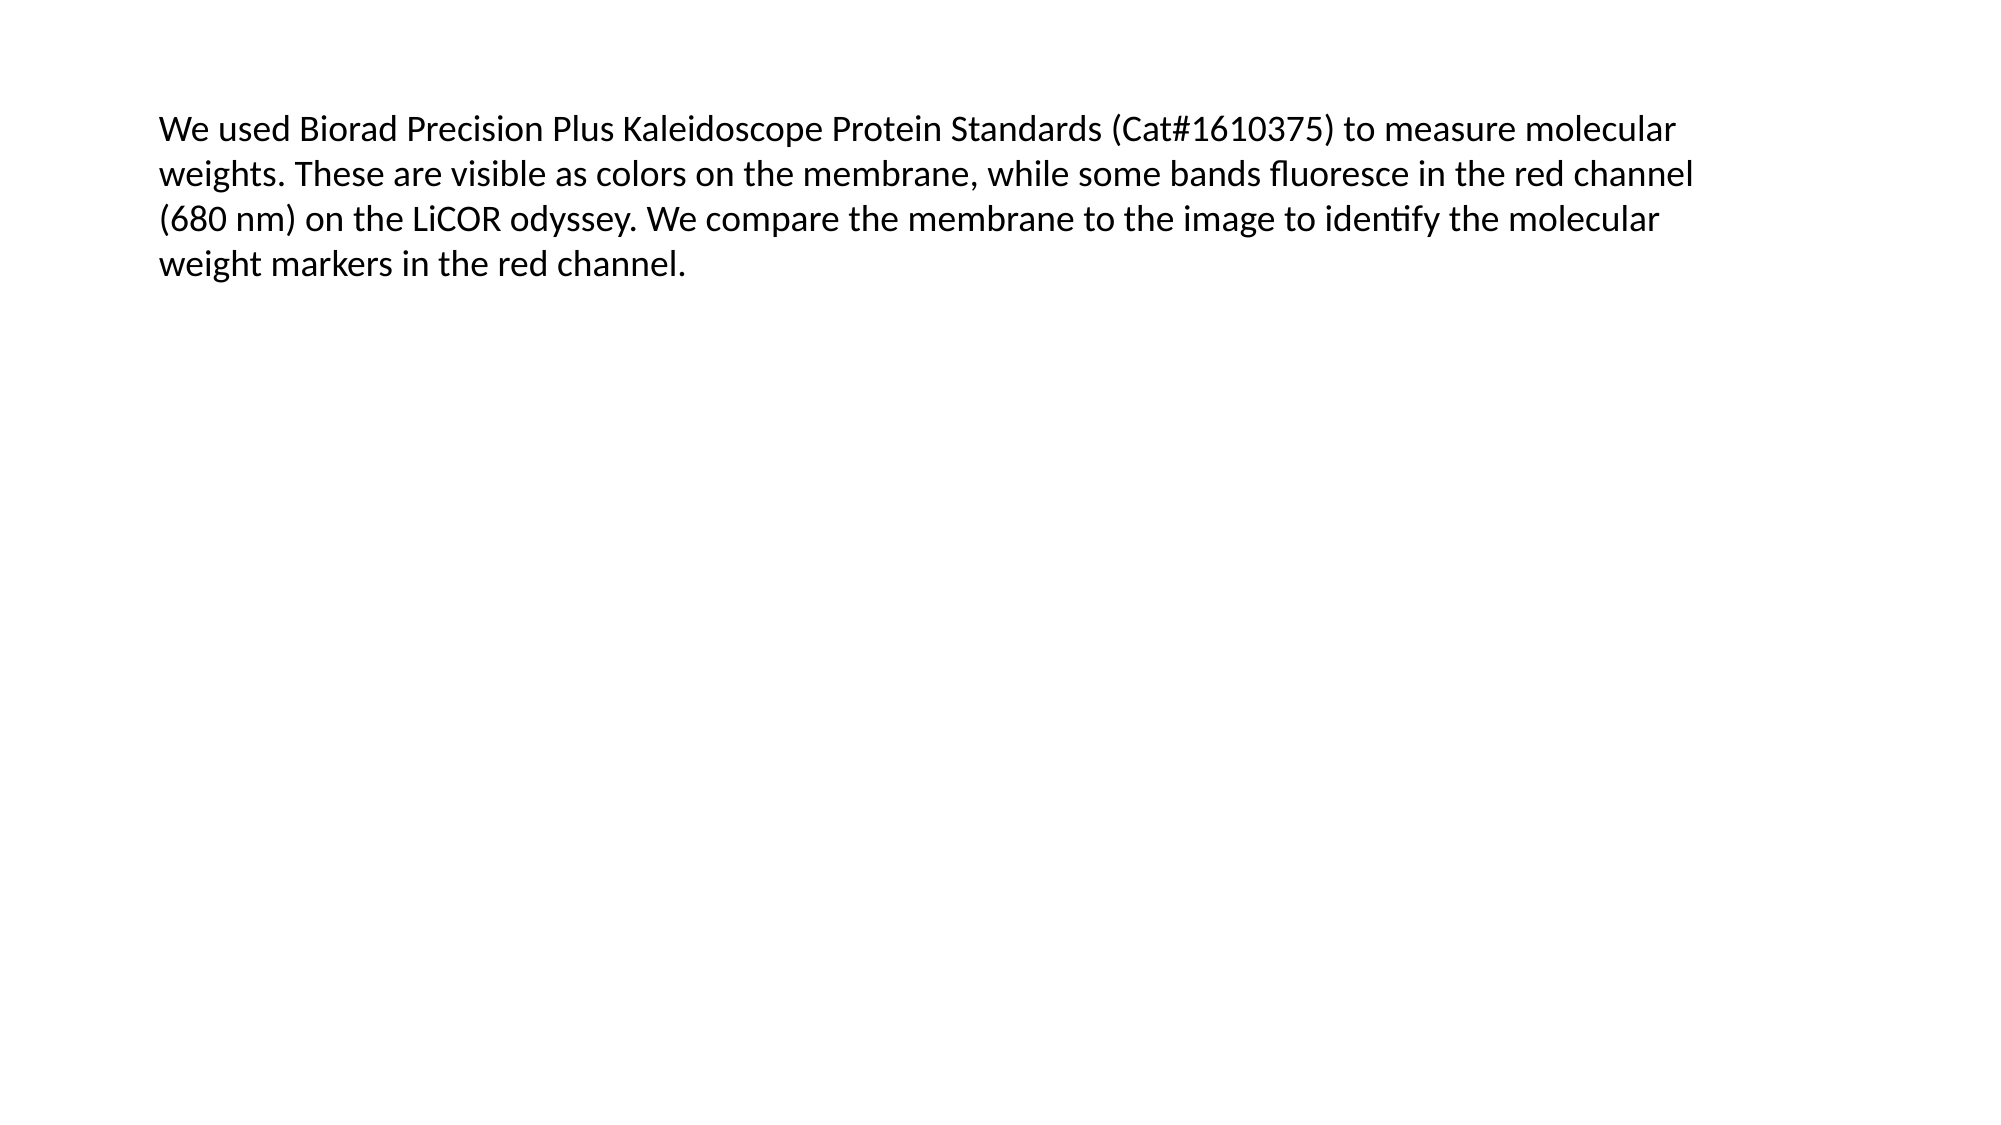

We used Biorad Precision Plus Kaleidoscope Protein Standards (Cat#1610375) to measure molecular weights. These are visible as colors on the membrane, while some bands fluoresce in the red channel (680 nm) on the LiCOR odyssey. We compare the membrane to the image to identify the molecular weight markers in the red channel.

# Supplementary material for: Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics
**Source:** eLife. 2023 Apr 24;12:e86273. doi: 10.7554/eLife.86273
**Supplement:** Figure 1—source data 2.

## Slide 1
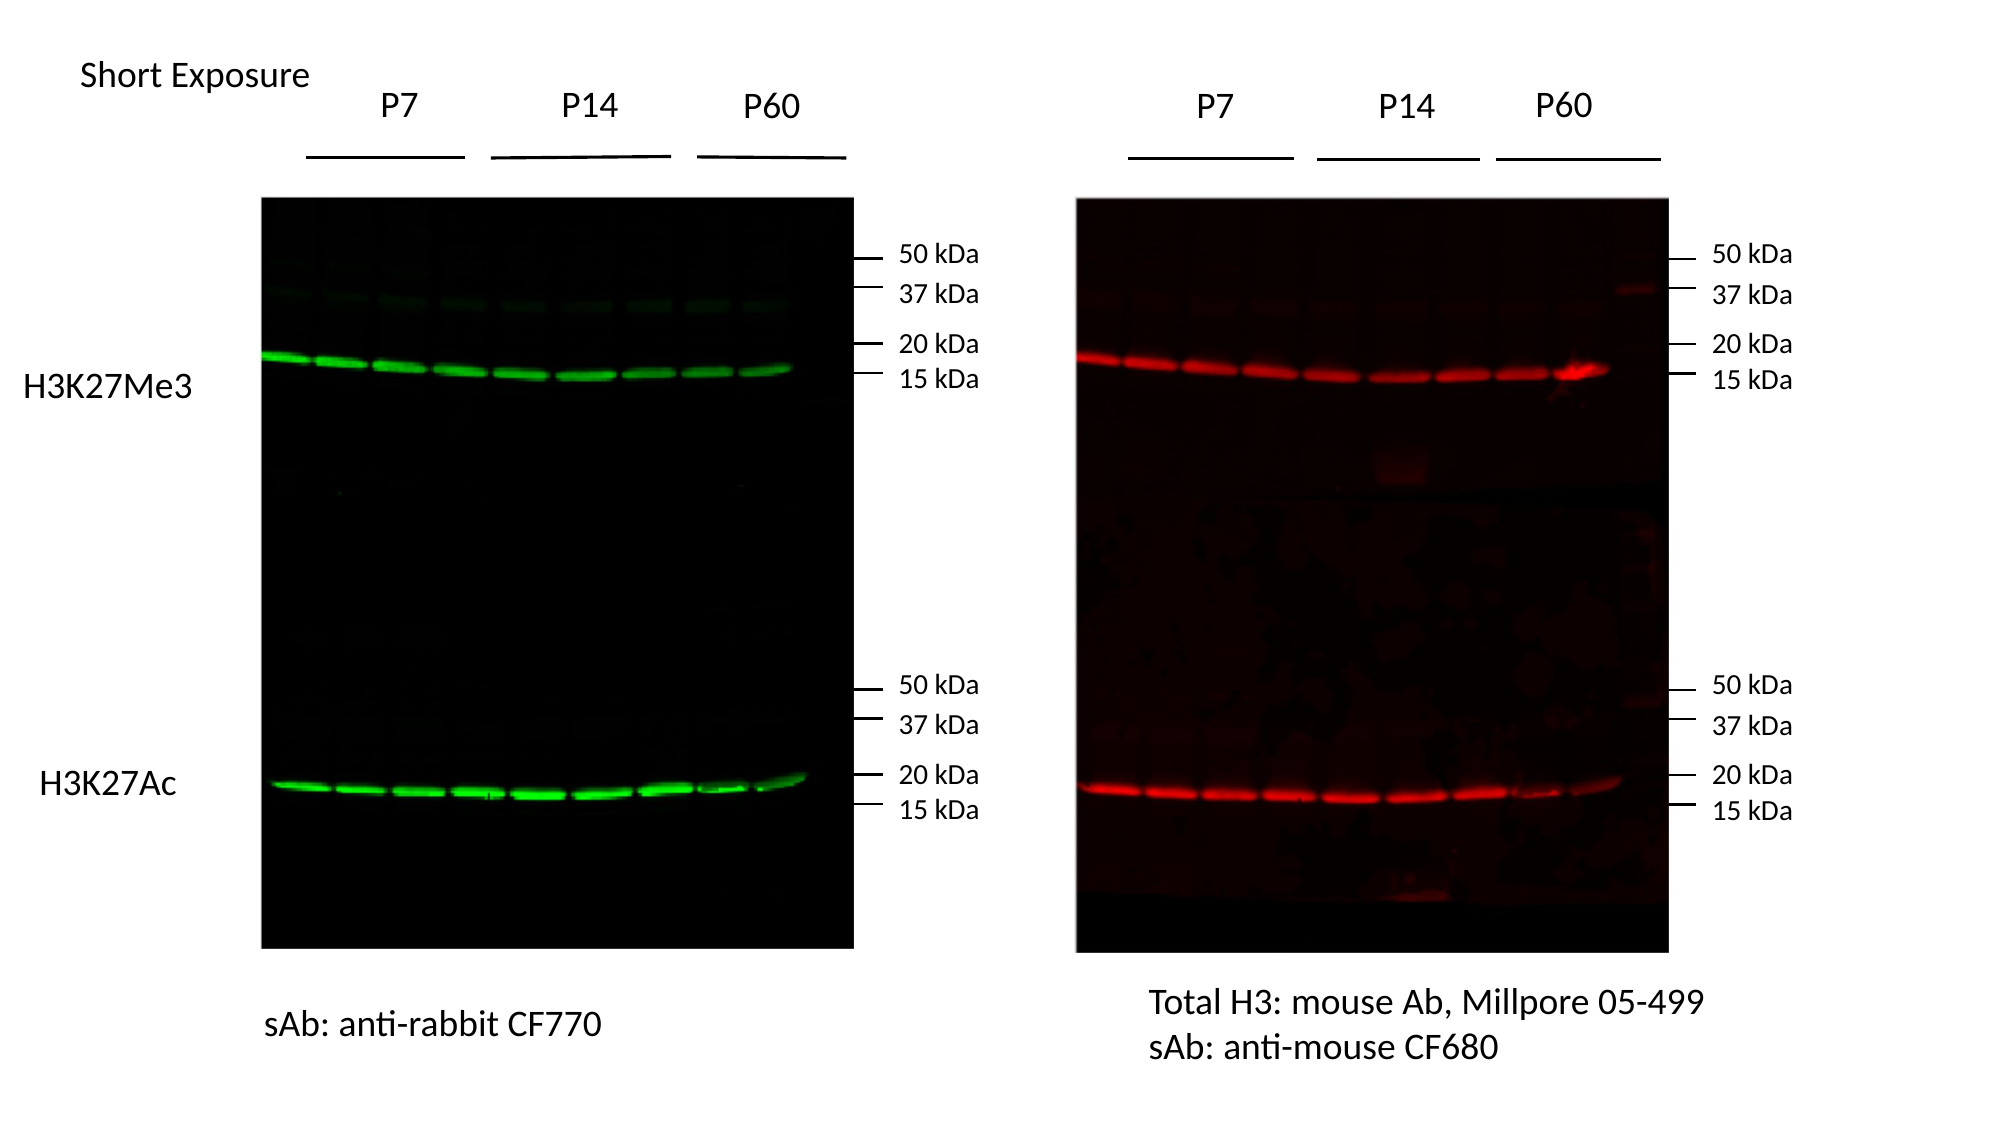

Short Exposure
P7
P14
P60
P60
P14
P7
50 kDa
50 kDa
37 kDa
37 kDa
20 kDa
20 kDa
15 kDa
15 kDa
H3K27Me3
50 kDa
50 kDa
37 kDa
37 kDa
20 kDa
20 kDa
H3K27Ac
15 kDa
15 kDa
Total H3: mouse Ab, Millpore 05-499
sAb: anti-mouse CF680
sAb: anti-rabbit CF770

# Supplementary material for: Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics
**Source:** eLife. 2023 Apr 24;12:e86273. doi: 10.7554/eLife.86273
**Supplement:** Figure 1—figure supplement 1—source data 2.

## Slide 1
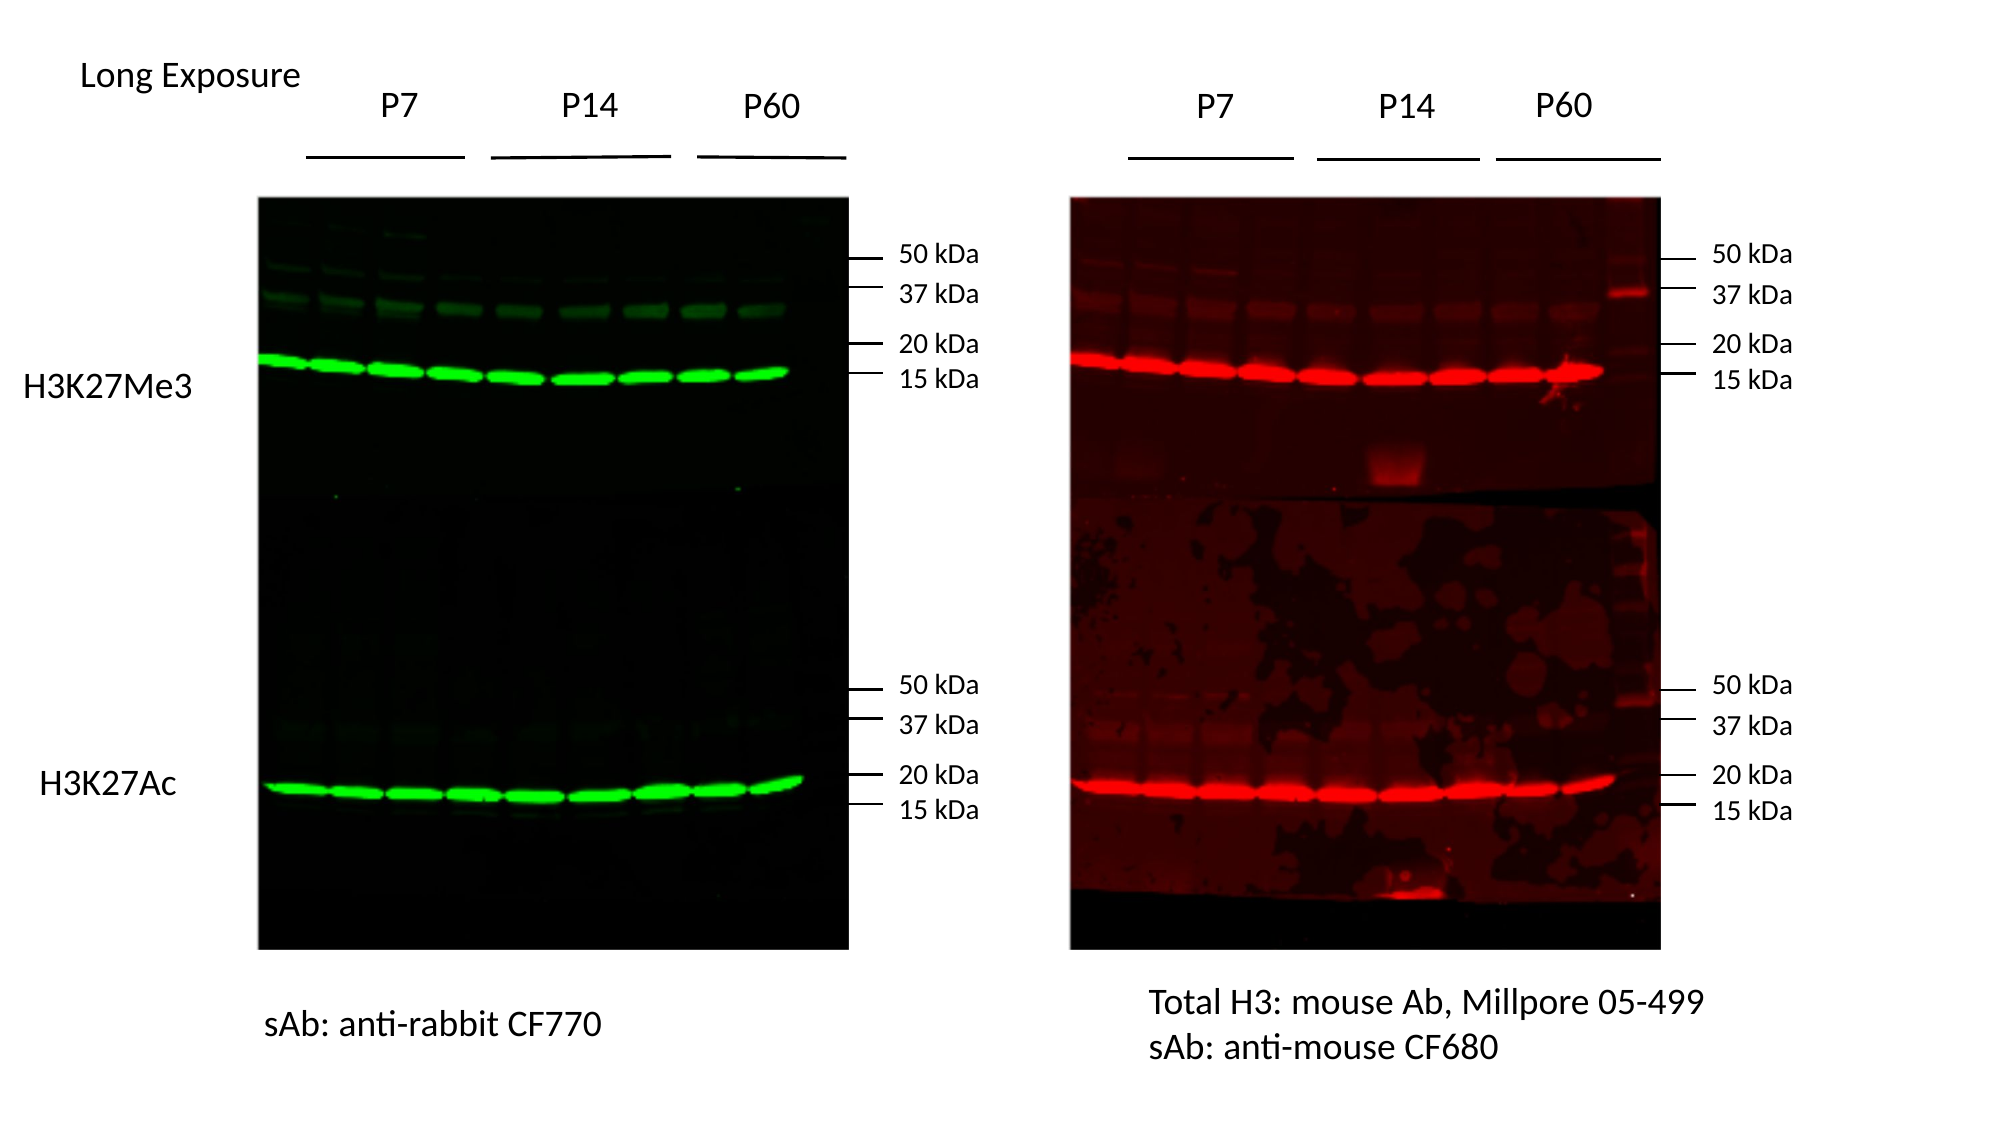

Long Exposure
P7
P14
P60
P60
P14
P7
50 kDa
50 kDa
37 kDa
37 kDa
20 kDa
20 kDa
15 kDa
15 kDa
H3K27Me3
50 kDa
50 kDa
37 kDa
37 kDa
20 kDa
20 kDa
H3K27Ac
15 kDa
15 kDa
Total H3: mouse Ab, Millpore 05-499
sAb: anti-mouse CF680
sAb: anti-rabbit CF770

## Slide 2
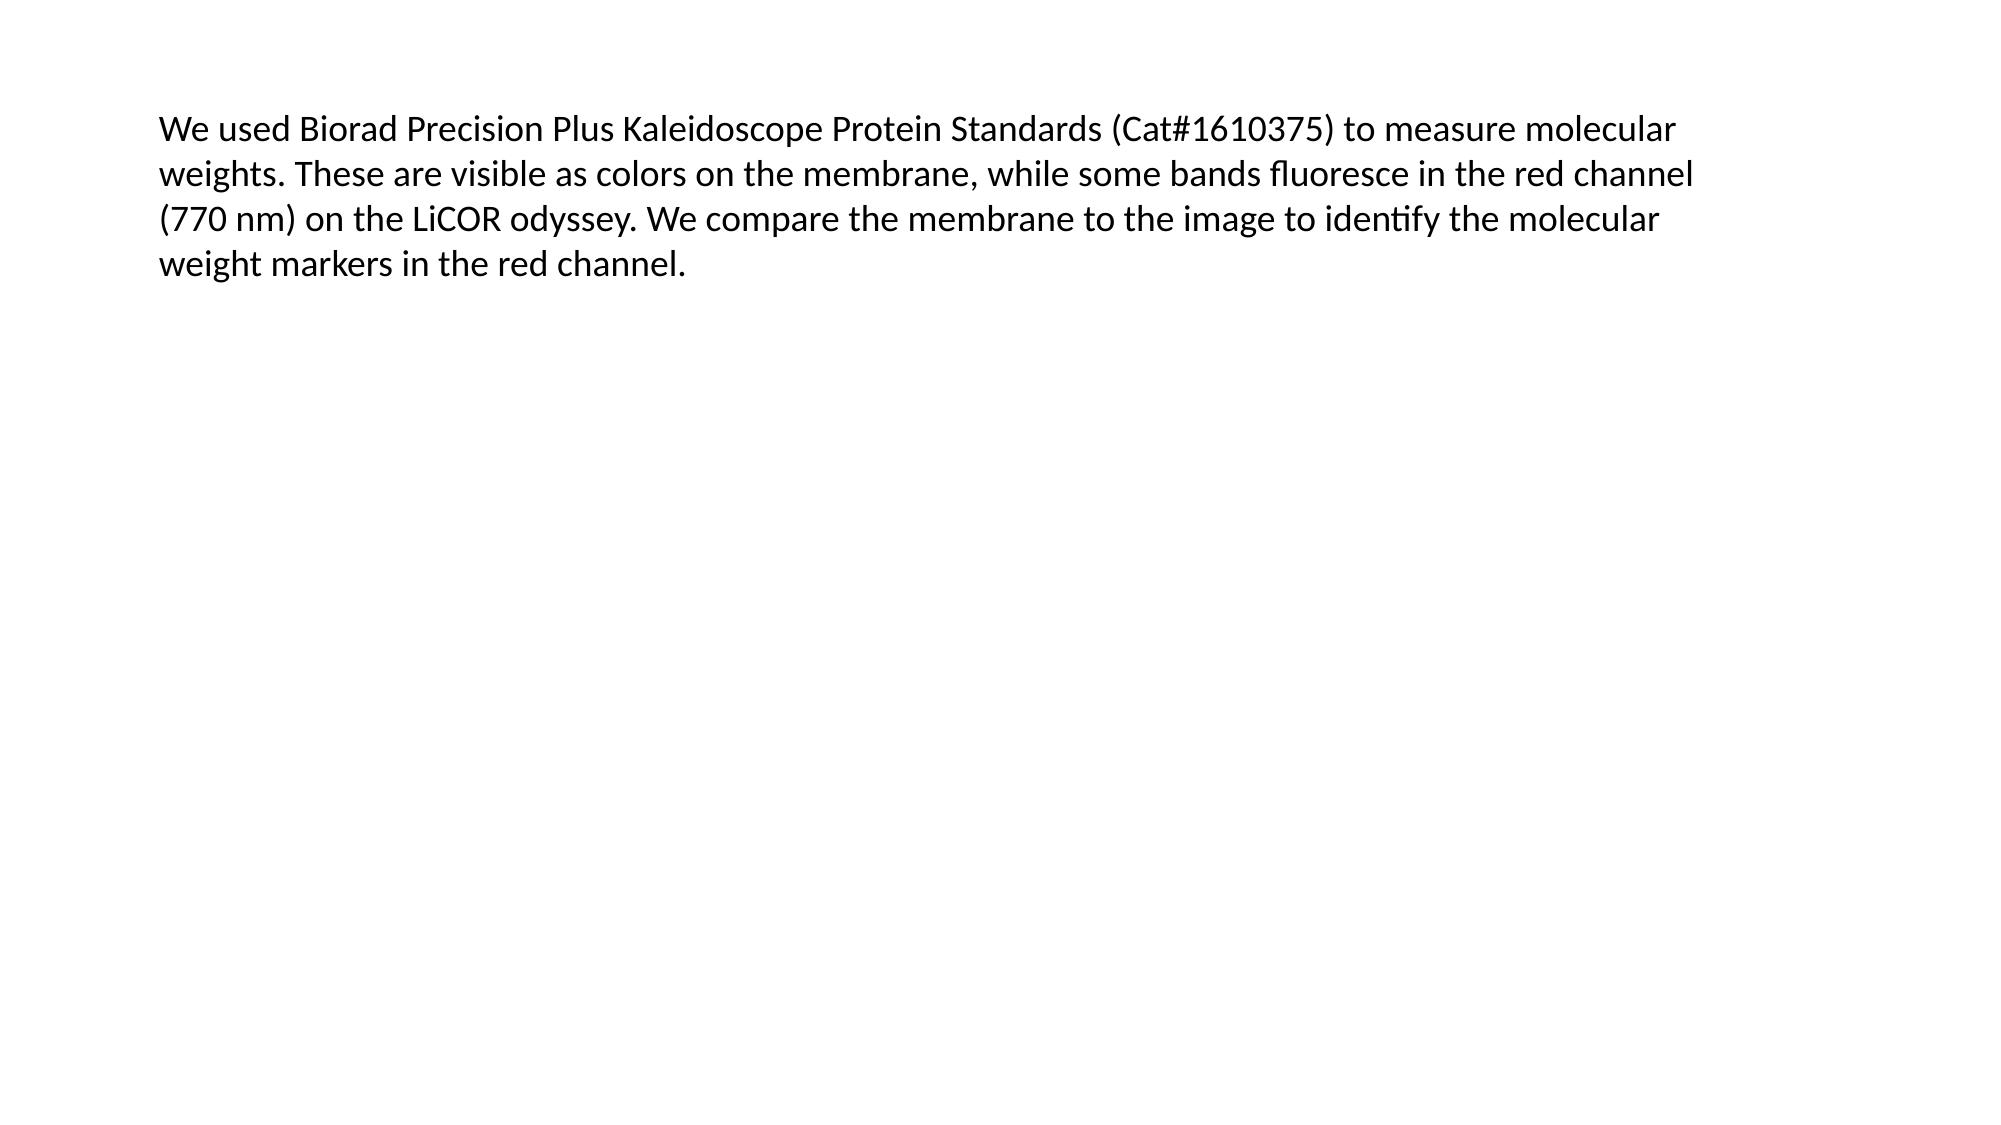

We used Biorad Precision Plus Kaleidoscope Protein Standards (Cat#1610375) to measure molecular weights. These are visible as colors on the membrane, while some bands fluoresce in the red channel (770 nm) on the LiCOR odyssey. We compare the membrane to the image to identify the molecular weight markers in the red channel.

# Supplementary material for: Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics
**Source:** eLife. 2023 Apr 24;12:e86273. doi: 10.7554/eLife.86273
**Supplement:** Figure 7—source data 3.

## Slide 1
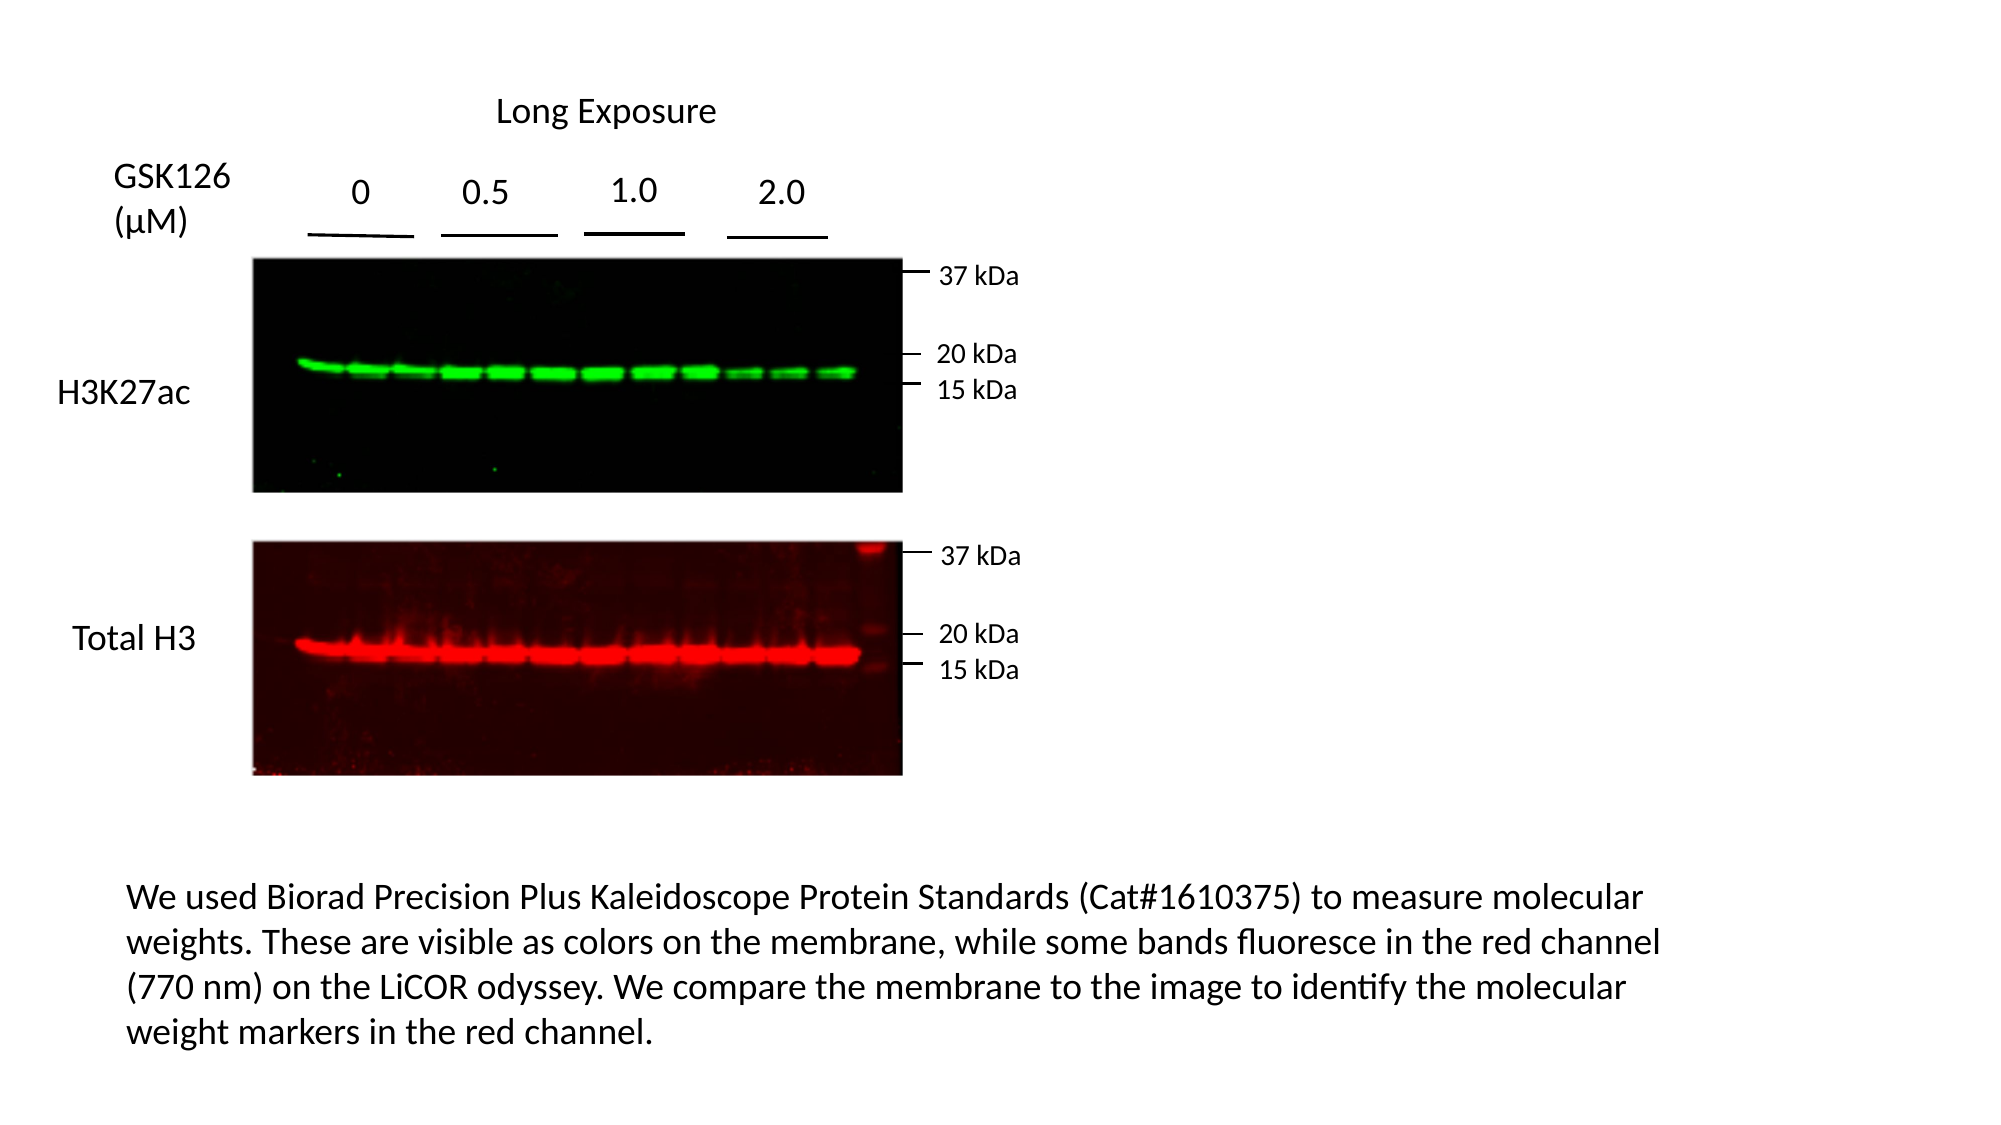

Long Exposure
GSK126
(µM)
1.0
0
0.5
2.0
37 kDa
20 kDa
H3K27ac
15 kDa
37 kDa
Total H3
20 kDa
15 kDa
We used Biorad Precision Plus Kaleidoscope Protein Standards (Cat#1610375) to measure molecular weights. These are visible as colors on the membrane, while some bands fluoresce in the red channel (770 nm) on the LiCOR odyssey. We compare the membrane to the image to identify the molecular weight markers in the red channel.

# Supplementary material for: Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics
**Source:** eLife. 2023 Apr 24;12:e86273. doi: 10.7554/eLife.86273
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and Methods Section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods Section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Files – Table S1 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and Methods Section |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods Section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods section -Statistics and Reproducibility. Figure legends of all figures |  |
| Randomisation |  | **X** |
| Blinding |  | X |
| Inclusion/exclusion criteria |  | X |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends of all figures |  |
| Define whether data describe technical or biological replicates. | Figure legends of all figures |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Duke University IACUC Protocol  #A035-20-02 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods Section – Statistics and Reproducibility. Figure legends. Supplemental Data - Table S2 and S3. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and methods section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and methods section |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and methods section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials and methods section |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics
**Source:** eLife. 2023 Apr 24;12:e86273. doi: 10.7554/eLife.86273
**Supplement:** Supplementary file 1.

Table S1. PCR and qPCR Primers

| **Primer** | **Organism** | **Assay** | **Sequence (5’ – 3’)** |
| --- | --- | --- | --- |
| *Gapdh* F | Mouse | qPCR | CATGGCCTTCCGTGTTCCT |
| *Gapdh* R | Mouse | qPCR | TGATGTCATCATACTTGGCAGGTT |
| *Grin2c* R | Mouse | qPCR | TGCCATTAGGTACCGTGCCAAAAC |
| *Wnt7a* F | Mouse | qPCR | GCTGCCTGGGCCACCTCTTTCTCA |
| *Wnt7a* R | Mouse | qPCR | CCCGGTGGTACTGGCCTTGCTTCT |
| *Grm4* F | Mouse | qPCR | CTTCCTTAGCCAGGGTCTCC |
| *Grm4* R | Mouse | qPCR | CATCCCTTCGGACACAGTTT |
| *Tubb5* 5 | Mouse | qPCR | ACCGAAGCTGAGAGCAACAT |
| *Tubb5* R | Mouse | qPCR | CACCATTTACCCCCAATGAG |
| *Atoh1* F | Mouse | qPCR | AATGACCACCATCACCTTCG |
| *Atoh1* R | Mouse | qPCR | TGTGGGATCTGGGAGATGTT |
| *Nfib* F | Mouse | qPCR | GTGTTCAGCCACACCACATC |
| *Nfib* R | Mouse | qPCR | GAGGATTCTTGGCAGGATCA |
| *Gabra1* F | Mouse | qPCR | CCAAGTCTCCTTCTGGCTCA |
| *Gabra1* R | Mouse | qPCR | CGGTTCTATGGTCGCACTTT |
| *Gabra6* F | Mouse | qPCR | TCTCCCCTGGCTCTTCATTA |
| *Gabra6* R | Mouse | qPCR | AAGTCTGGCGGAAGAAAACA |
| *Gli2* F | Mouse | qPCR | TCTACATGCCTTGGGTTGCTGTGGA |
| *Gli2* R | Mouse | qPCR | GAAAGTGTGGAGGCTGCAGGTGGTC |
| *Myc* F | Mouse | qPCR | TCGCTGCTGTCCTCCGAGTCC |
| *Myc* R | Mouse | qPCR | GGTTTGCCTCTTCTCCACAGAC |
| *Vglut1* F | Mouse | qPCR | CTGAGGAGGAGCGCAAATAC |
| *Vglut1* R | Mouse | qPCR | CAACGATGATGGCATAGACG |
| *Olfm3* F | Mouse | qPCR | CAACGGGTCCTCAGCTTAGA |
| *Olfm3 R* | Mouse | qPCR | CCGTCATCCAAGCACCAAAT |

How the deposited data were processed for this re-analysis (not part of the article)

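RNA of mouse CGNs in culture was compared between 3 libraries from cultures given DMSO and 3 from cultures given GSK-126, an inhibitor of EZH2, at DIV3, with RNA collected at DIV5. The groups were taken from the sample labels and the paper together, and the paper's days were used where the labels name DIV3 and cerebellar tissue. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38.p4 with STAR, counted reads on exons with HTSeq, and deposited the raw counts per gene of each library. These counts carry no normalization. The paper's text does not name the Gencode release or the strand setting of the counting. The 55341 gene symbols of the tables are exactly the unique symbols of GENCODE M21, so that annotation gave the identifiers, coordinates and overlaps.

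Each table was read as counts, and its last lines, which name no gene, were left out of the tests. They held between 58.7% and 60.7% of the reads listed per library. Counts on genes ranged from 7407189 to 13092763, mitochondrial genes took 1.75% to 2.78% of them, and the 10 most abundant genes of a library took 3.10% to 3.87%. Ebf3, for example, had between 60 and 203 counts per library. Intervals from counts alone are not given, because the fits add the spread between cultures to the counting error. No library was a copy of another, since the chi-square per degree of freedom between libraries was 9.01 or more.

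Counts were normalized and tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, genes kept by filterByExpr, dispersions from estimateDisp and the quasi-likelihood test for GSK-126 against DMSO, with no block. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 24.0% in this fit and 9.74% with the replicate block. DESeq2 1.42.0 was run with its Wald test and independent filtering as an alternative. Expression is given as CPM scaled by the TMM factors.

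The labels number the replicates 1 to 3 in both groups, and the paper says only that a biological replicate is CGNs of pooled litters. The numbers were checked in the counts. The deviations of log2 CPM from the group means had correlations across genes of 0.56, 0.63 and 0.49 between libraries with the same number, and 0.0064 or less between libraries with different numbers. The main principal component, with 46.4% of the variance, separated replicate 2 of both groups from the other libraries. The summed CPM of 4 genes on the Y chromosome was 221 and 178 in replicate 2 and between 87.3 and 115 in the other libraries, and Xist was at 758 and 726 CPM in replicate 2 and between 1130 and 1286 elsewhere. The replicate numbers therefore pair the libraries, and the fit with the replicate number as a block is given as an alternative beside the counts.

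Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, each against all other tested genes, with Benjamini-Hochberg adjustment over 21 lists. Of these, 8 were copied from Supplementary file 3, and 13 were written by hand from general knowledge, since no gene ontology was used here. The value of a list is the median log2 fold change of its genes minus that of the other tested genes. The list of genes that lose H3K27me3 from DIV1 to DIV7 was held only in part and was described without a test, and the list of genes with unchanged H3K27me3 was not used here. An added list of 18 pan-neuronal genes served for one test of cell composition. Where overlaps of lists with calls were tested, Fisher's exact test was used, two-sided.

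The fits, the threshold, the lists other than the pan-neuronal one and the rule for naming genes were set before the data were examined. The same holds for the alternatives with DESeq2, upper-quartile normalization, total counts, no filter, at least 10 counts in every library, the replicate block, each library left out, an adjusted p under 0.01, a log2 fold change over 1, an estimated correlation, fry, a background matched on expression, abundant genes only, a background without the culture clusters, and a permutation test across genes. Alternatives added after the data were seen are the block with DESeq2, with an estimated correlation, with fry, with each pair left out, and with a correction for GC content and exon length. The genes named are those the paper names as early, late, writer, eraser or ZIC genes, with a few related ones, such as Cbln3 and Cdkn2a, the 5 with the largest rise and the 5 with the largest fall among calls with a mean log2 CPM over 1 and no overlap between the groups, and 3 members of the sterol and synaptic lists with the smallest p. Because the fit without the block made no calls, the rises, falls and list members were taken from the fit with it. The result of 1 gene fixed beforehand is not reported here.

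The fits were tested on simulated data, with counts drawn for 16729 genes from the means and depths of these libraries and 200 genes changed. The draws used the replicate effects and the spread of the block fit, which favours fits with the block. Changed genes moved by 1 on the log2 scale, so the recovery of smaller changes was not tested. Without the block, edgeR called 0 of the changed genes and DESeq2 103, and with the block edgeR called 165 with 12 false calls and DESeq2 141 with 3. Where nothing was changed, edgeR with the block made 1 call and the other fits made 0. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Raw reads, the CUT&RUN data and the cultures given GSK-126 at DIV1 were not analysed here, apart from the gene lists named above.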

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

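The tests of GC content and gene length for the integrated stress response, p53, cell cycle, microglial and mesenchymal lists, those of more microglia and more mesenchymal cells, and the block fits without 1 pair, were chosen only after the result was seen. The results here come from 6 hand-written lists of genes that the paper does not discuss, which were higher with GSK-126 than with DMSO and had an adjusted p under 0.05 from camera with preset correlation and Benjamini-Hochberg adjustment over 21 lists. None of the 6 passed with an estimated correlation or with fry, and with the replicate block fry kept the integrated stress response (adjusted p = 0.0492), lysosome (0.0142) and cell cycle (0.0363) lists after Benjamini-Hochberg adjustment. Of the 10 splits of the 6 libraries into 3 against 3, as large a shift came from 2 for the integrated stress response list, 6 for p53, 3 for lysosome, 5 for cell cycle, 5 for microglial and 5 for mesenchymal genes, the real split included. Splits that keep libraries of one replicate number together take up the differences between replicates, and among the 4 splits that part all 3 pairs only the real one shifted any of the 6 lists as far. With 10 splits the share cannot fall under 0.1. All 6 lists passed in each of the 3 block fits that left out 1 pair, with camera at the preset correlation. Of their single genes, 0 passed without the block, with 5, 1, 2, 0, 0 and 1 at an unadjusted p under 0.05 in the integrated stress response, p53, lysosome, cell cycle, microglial and mesenchymal lists, and with the block 8, 3, 16, 1, 4 and 5 passed.

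The integrated stress response list (22 of 23 genes tested, of which 4 are in the authors' upregulated and 1 in their downregulated DIV3-DIV5 list) was 0.22 above the other genes, with 20 genes higher, and 0.25, 0.34 and 0.17 in the 3 pairs (camera, Benjamini-Hochberg adjusted p = 2.8e-05). It stayed past the threshold without each library, between 0.19 without DMSO replicate 2 and 0.31 without DMSO replicate 3. The tests argue against GC content and gene length as the whole cause, since the shift with the block was 0.17 after their trend was removed, and against library size, since it was 0.20 with all libraries thinned to 7407189 counts. Its most abundant genes did not move alike, as Slc7a11 was at 207 and 232 CPM, Slc3a2 at 205 and 229 CPM and Vldlr at 213 and 167 CPM with DMSO and GSK-126, of which only Vldlr passed with the block. A response to the inhibitor may explain the shift, whether through H3K27me3 or not, and the libraries hold no arm that separates these.

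The p53 list (20 genes, 17 higher) was 0.18 above the other genes (camera, Benjamini-Hochberg adjusted p = 0.0173) and the cell cycle list (21 of 22 genes tested, 19 higher) was 0.16 above them (adjusted p = 0.0135). Without the block, both depended on single libraries. The p53 shift was -0.0037 without DMSO replicate 2, -0.0021 without GSK-126 replicate 3, 0.14 without DMSO replicate 1, none past the threshold, and 0.47 without DMSO replicate 3. The cell cycle shift was 0.0047 without DMSO replicate 2, 0.014 without GSK-126 replicate 1, not past the threshold at 0.16 without DMSO replicate 3, and 0.29 without DMSO replicate 1. Leaving out 1 library breaks a pair, and in block fits without a whole pair the p53 shift stayed between 0.15 and 0.21 and the cell cycle shift between 0.13 and 0.16. Within pairs the p53 list moved by 0.25, 0.17 and 0.091 and the cell cycle list by 0.11, 0.22 and 0.15. The shifts were 0.20 and 0.15 after removal of the GC and length trend, and 0.15 and 0.11 in thinned libraries, which argues against either as the whole cause. Abundant genes of the cell cycle list differed, with Mki67 at 90.7 and 98.3 CPM, Top2a at 101.5 and 102.4 CPM and Pcna at 61.2 and 78.1 CPM with DMSO and GSK-126, and in the p53 list Ccng1 was at 256 and 285 CPM, Ei24 at 159 and 156 CPM and Cdkn1a at 148 and 175 CPM. With the block, Pcna and Cdkn1a passed (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0139 and 0.0405), and Mki67, Top2a, Ccng1 and Ei24 did not. Of the p53 list 1 gene is in the authors' upregulated and 1 in their downregulated list, and of the cell cycle list 1 is in the upregulated list. More dividing cells that are not CGNs may lie behind the cell cycle shift of 0.15, and no test here separates them from CGN progenitors.

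The lysosome list (30 genes, 27 higher) was 0.27 above the other genes and 0.28, 0.22 and 0.30 in the pairs (camera, Benjamini-Hochberg adjusted p = 2.2e-07), and it was 0.16 without DMSO replicate 2 or GSK-126 replicate 1 and 0.43 without GSK-126 replicate 2. The authors' upregulated list holds 16 of its genes. Single genes of it passed 0 times without the block, with 2 at an unadjusted p under 0.05, and 16 times with it, or 20 adjusted over the list alone. Its abundant genes Ctsb, Psap and Ctsd went from 1964 to 2444, from 1805 to 1949 and from 916 to 1201 CPM, of which Psap did not pass with the block, though exons of Ctsb overlap those of Fdft1 on the opposite strand. The shift was 0.25 after removal of the GC and length trend and 0.27 in thinned libraries, which argues against both. The microglial list (12 of 13 genes tested, 4 of them in the authors' upregulated list) was 0.24 above the other genes (camera, Benjamini-Hochberg adjusted p = 0.0135), with all 12 higher. It was -0.0027 without DMSO replicate 2, 0.15 without GSK-126 replicate 1 and 0.25 without GSK-126 replicate 3, none past the threshold, and 0.42 without GSK-126 replicate 2. The pairs gave 0.27, 0.68 and 0.035, and block fits without 1 pair gave 0.22 to 0.43. For this list neither GC content and length (0.18 after removal of the trend) nor library size (0.24 in thinned libraries) can be decided, because the pairs differ by more than the shift. C1qa went from 120 to 162, Cd68 from 102.4 to 117 and C1qc from 94.9 to 117 CPM, of which C1qa and C1qc passed with the block. More microglia are a candidate explanation for the 12 higher markers, and microglia could also raise the lysosome list, but the lysosome shift minus the microglial shift was -0.065 with an SD of 0.37 over 3 pairs, so more microglia and a change in lysosome genes cannot be told apart.

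The mesenchymal list (12 genes, 11 higher, 5 in the authors' upregulated list) was 0.14 above the other genes (camera, Benjamini-Hochberg adjusted p = 0.00579). It was 0.0057 without GSK-126 replicate 3, 0.088 without DMSO replicate 2 and 0.18 without DMSO replicate 1, none past the threshold, and 0.33 without GSK-126 replicate 2. The pairs gave 0.27, 0.12 and 0.24, and block fits without 1 pair gave 0.17 to 0.21. Col1a1 went from 2970 to 3287, Col3a1 from 2482 to 2649 and Fn1 from 2201 to 2691 CPM, of which only Fn1 passed with the block. Removal of the GC and length trend left 0.18 and thinning left 0.16, which argues against both as the whole cause. Acta2 and Tagln rose by more than Col1a1, Col1a2 and Col3a1, by a mean of 0.32 over 3 pairs (SD 0.069), so more mesenchymal cells of unchanged state would leave this difference unexplained. More mesenchymal cells and a change in the state of those present cannot be told apart here, since the contractile genes may change within the same cells.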

How the results depend on the processing

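The fits that add DESeq2, an estimated correlation, fry, a left-out pair or a GC correction to the replicate block were chosen only after the result was seen. Counts of genes past an adjusted p of 0.05 depended on the block and the test. Against 0 higher and 0 lower in the fit without the block (296 and 369 at an unadjusted p under 0.05), the replicate block gave 561 and 851, DESeq2 19 and 2, and no filter on low counts 9 and 1. The genes shared with the authors' DIV3-DIV5 lists were 343 and 612, 15 and 2, and 8 and 1 in these fits. With DESeq2 and the block, 359 and 604 genes were called, of which 335 and 565 were in the lists. The counts stayed at 0 with upper-quartile normalization, total counts, at least 10 counts in every library, both stricter thresholds and each library left out. Across the 6 fits without 1 library and the 3 block fits without 1 pair, they ran from 0 to 558 higher and 0 to 719 lower, with 0 to 293 and 0 to 476 in the authors' lists, and the block fits alone gave at least 337 and 496, the fewest without pair 2. The spread between replicates enters the error without the block. On counts of 16729 genes simulated from the block fit, the fit without it found 0 of 200 changed genes where the block found 165.

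Of genes with an unadjusted p under 0.05, 44.5% were higher with TMM, 58.0% with upper-quartile normalization, 54.8% with total counts and 50.5% among genes with at least 10 counts in every library. Upper-quartile normalization and total counts moved the median of all genes up by 0.034, and with it the median of the part held of the DIV1 to DIV7 losing genes, from -0.021 to 0.013 and 0.012. The depth limits genes such as Atoh1 and Prdm13, which had between 0 and 8 counts per library and were not tested.

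The shifts of the gene lists kept their direction in every setting named here except where a value below has the other sign, and calls depended on how correlation between genes was handled. With an estimated correlation and with fry, 0 of the 21 lists passed, while the shifts stayed 0.15 for genes gaining H3K27me3 from DIV1 to DIV7, 0.17 for those gaining it in vivo, -0.15 for fast losing promoters, -0.21 for Kdm6b-cKO promoters, 0.14 for CUT&RUN Down promoters, 0.36 and -0.58 for the authors' DIV1-DIV5 lists, 0.78 for sterol and -0.39 for synaptic genes. With the block and an estimated correlation, only the DIV1-DIV5 downregulated and synaptic lists passed, and the lists that did not had shifts of 0.14, 0.15, -0.16, -0.20, 0.14, 0.37 and 0.78 in the order above, with 0 of the other lists past the threshold. With the block and fry, the DIV1-DIV7 gaining genes (0.14) and the CUT&RUN Down promoters (0.14) were lost, and 3 of the other lists passed, against 6 with the block and camera at the preset correlation and 7 with that test without the block. The replicate block with camera lost the GABAergic and Purkinje list (-0.28, adjusted p = 0.066 with Benjamini-Hochberg adjustment) and changed no other list call. With a background matched on expression, abundant genes only, DESeq2, both normalizations and no filter, the same number of lists passed, 16 of 21, and 17 passed with at least 10 counts in every library. The cause of these changes was not tested beyond the correlation between genes that these tests allow for.

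Of the fits that each left out 1 library, those without DMSO replicate 2 and without GSK-126 replicate 3 kept the fewest lists past the threshold, 11 of 21 each. The ranges below also take in the block fits without 1 pair. The shift of genes gaining H3K27me3 from DIV1 to DIV7 ran from 0.013 without DMSO replicate 2 to 0.27 without GSK-126 replicate 2, that of genes gaining it in vivo from 0.059 to 0.26, and that of CUT&RUN Down promoters from 0.0072 to 0.27, each between the same 2 fits. Slow losing promoters ran from -0.049 without pair 1, past the threshold there, to 0.028 without DMSO replicate 3. Among the other lists, p53 targets ran from -0.0037 to 0.47, activity-regulated genes from -0.053 to 0.23, astroglial markers from -0.43 to 0.44, oligodendrocyte markers from -0.053 to 0.23, microglial markers from -0.0027 to 0.43 and endothelial markers from -0.22 to 0.34. Astroglial markers also turned to -0.0071 with total counts. The number of other lists past the threshold was between 3, without GSK-126 replicate 3, and 7. Single genes that changed sign were Gli2 (-0.062 to 0.61), Grin2c (-1.26 to 0.12), Slc17a6 (-0.033 to 0.37), Ezh1 (-0.11 to 0.067), Ezh2 (-0.29 to 0.048) and Kdm6b (-0.14 to 0.035). In the block fits without 1 pair, Gli2 (0.063 to 0.61), Grin2c (-0.79 to -0.44) and Slc17a6 (0.070 to 0.28) kept their sign. So did Ezh2 (-0.15 to -0.10) and Kdm6b (-0.063 to -0.039), while Ezh1 did not (-0.11 to 0.049). Where the sign was kept there, the changes came only from fits without 1 library, which break a pair. No other cause was tested.

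Other changes were 40 in the named genes, all from not passing to passing the threshold, of which 28 came with the replicate block, 7 with DESeq2 and 5 with no filter, and 94 more in the settings added later. In the other lists, 26 results weakened and 3 strengthened, and 14 more weakened in the added settings.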

Differences from the paper's values

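The fits with DESeq2 and the replicate block together, and those with the block and 1 pair left out, were chosen only after the result was seen. The paper's Supplementary file 3 lists 354 genes as upregulated in the DIV3-DIV5 experiment. The fit without the block called 0 genes higher with GSK-126, and 296 were higher at an unadjusted p under 0.05. The file lists 628 as downregulated, against 0 lower in that fit, where 369 were lower at an unadjusted p under 0.05. That fit leaves out the pairing of the libraries, and in data simulated from the block fit it found 0 of 200 changed genes. Its 0 calls are therefore no evidence that the listed genes did not change. Of the alternatives set before the data were examined, the replicate block came within 1.5 times of the paper's 628 with 851 genes lower, while its 561 genes higher stayed over 1.5 times the paper's 354. All the others left both gaps open, with 19 and 2 genes for DESeq2, 9 and 1 without a filter, and 0 and 0 with upper-quartile normalization, total counts, at least 10 counts in every library, each library left out, an adjusted p under 0.01 and a log2 fold change over 1. DESeq2 with the block, chosen after the values were seen, gave 359 higher and 604 lower, within 1.5 times of the paper's counts for both. The block fits that left out pair 1 (417 and 671) and pair 2 (337 and 496), also chosen after the values were seen, came within 1.5 times for both counts, and the one without pair 3 did so for 719 lower and not for 558 higher.

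For the genes that gain H3K27me3 from DIV1 to DIV7, the paper reports no significant difference from genes with unchanged H3K27me3 when GSK-126 was added at DIV3 (Figure 7G). Here they were 0.15 higher than all other tested genes on the log2 scale, past the threshold with camera at the preset correlation (adjusted p = 3.9e-04 with Benjamini-Hochberg adjustment), with DESeq2, with both other normalizations, with either filter and with the replicate block. No call was made with an estimated correlation or fry, without DMSO replicate 2 or without GSK-126 replicate 1, nor in the fits chosen after the values were seen that combine the block with an estimated correlation or fry. The genes compared with are not the same, since the list with unchanged H3K27me3 was not used here.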

Other observations

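The tests of more cells of every other type and of control libraries shared between experiments, the block fits with DESeq2 or without 1 pair, and the split count for the fit without the block, were chosen only after the result was seen. In that fit, 10 of the 10 splits of the 6 libraries gave as many genes with an adjusted p under 0.05, since each gave 0. At an unadjusted p under 0.05 the real split gave 665 genes, the other 3 splits that part all 3 pairs gave 77, 79 and 80, and splits that keep both libraries of a replicate number on one side gave up to 3222. With the block, 1 of the 4 ways of swapping the labels within pairs, the real one, gave as many as 1412 genes, and the others gave 0, with 195 to 364 at an unadjusted p under 0.05. For the paper's lists, as large a shift came from 5 of the 10 splits for genes gaining H3K27me3 from DIV1 to DIV7, 4 for those gaining it in vivo, 4 for fast and 6 for slow losing promoters, 4 for Kdm6b-cKO promoters, 5 for CUT&RUN Down promoters, 2 and 3 for the upregulated and downregulated DIV1-DIV5 lists, 1 for sterol and 4 for synaptic genes. Among the 4 splits that part all pairs, the real one alone shifted each of these lists as far, except the slow losing promoters, where 3 did.

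With GSK-126 the synaptic list fell by 0.39, 0.37 and 0.42 in the pairs. It was at -0.39 in the fit of all libraries and at -0.14 without DMSO replicate 2. Fewer neurons would lower all neuronal genes. A list of 18 pan-neuronal genes moved by -0.16, -0.030 and -0.16 in the pairs. The synaptic shift minus theirs was -0.28 on average (SD 0.061). With the block, however, genes of the pan-neuronal list did not move alike. Rbfox3 (-0.59), Elavl2 (-0.57), Neurod1 (-0.47), Map2 (-0.32), Elavl3 (-0.29) and Celf4 (-0.28) were lower past the threshold. Tubb3 (0.40) and Dcx (0.24) were higher past it, and the other genes of that list did not pass. This list therefore cannot decide whether a lower share of neurons is the cause. More cells of every other type would raise their markers alike, but the mesenchymal shift minus the astroglial shift was 0.25 on average (SD 0.053). More cells of some other types stay possible. The synaptic shift was -0.35 after removal of the trend with GC content and gene length and -0.38 in thinned libraries. A lower expression of synaptic genes in the neurons present is a hypothesis beside a lower share of neurons. Slower maturation or a direct effect of the inhibitor are candidate explanations for it, and these libraries cannot separate these possibilities.

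The sterol list was 0.78 above the other genes, 0.80 after removal of the GC and length trend and 0.75 in thinned libraries, so neither accounts for it. None of the 24 genes (0) is among the CUT&RUN Down promoters, a list made from cultures given GSK-126 at DIV1, so loss of H3K27me3 below its threshold or from another time cannot be told apart from an indirect response. For genes gaining H3K27me3 from DIV1 to DIV7 the shift was 0.17 after removal of that trend, and for Kdm6b-cKO promoters it was -0.20.

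Genes called higher with the block were more often CUT&RUN Down promoters, 32 of 561 (5.70%) against 350 of 16168 other genes (2.16%), an odds ratio of 2.73 (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 8.0e-06 over 4 tests). Genes called lower were more often CUT&RUN Up promoters, 26 of 851 (3.06%) against 237 of 15878 (1.49%), an odds ratio of 2.08 (adjusted p = 0.0031 in the same family). The opposite combinations did not pass, with 12 of 851 lower genes among Down promoters (adjusted p = 0.130) and 9 of 561 higher genes among Up promoters (adjusted p = 0.863), from the same Fisher's exact tests with Benjamini-Hochberg adjustment. This is consistent with a part of the change following H3K27me3 at promoters, though 5.70% leaves most higher genes outside that list, which comes from addition at DIV1.

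Of 244 genes only in the authors' DIV1-DIV5 lists, 240 moved the same way here, with medians of 0.25 and -0.51 for the upregulated and downregulated genes. If the 2 experiments shared their control libraries, chance differences of those libraries could align them. In 10 simulations of unchanged groups against simulated shared controls, between 212 and 229 genes did so (mean 222.2), with mean medians of 0.44 and -0.47. Those simulations drew libraries without pairs, at the spread of the fit without the block. Its biological coefficient of variation was 24.0%, against 9.74% with the block. They also took the genes of smallest p without leaving out those changed in the second experiment. Whether the libraries are shared is not stated, and with a setting so unlike the data a shared response and shared controls cannot be told apart.

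Antisense genes often moved with the gene on the opposite strand. Among 66 antisense genes with at least 90% of their exons inside exons of a protein-coding gene, the ratio of reads per kb to those of that gene had a median of 2.14 (quartiles 1.47 and 2.98), which is consistent with reads of the overlapped gene being counted on the antisense gene. How the strand was handled in counting was not tested. Across 517 antisense genes with an overlap of at least 25%, the correlation of log2 fold changes with the overlapped gene was 0.57 (Pearson) and 0.59 (Spearman), across genes, which are not independent replicates. With the block, 53 antisense genes were called, and of the 26 with at least 25% overlap 25 moved like the overlapped gene. Gm48342 rose from 145 to 294 CPM while Hmgcs1, with which it shares 557 bp, rose from 431 to 844 CPM.

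The remaining hand-written lists gave no call without the block, apart from GABAergic and Purkinje markers. Those (11 of 12 genes tested, 4 higher) were at -0.26 (camera, Benjamini-Hochberg adjusted p = 0.0125), -0.14 without DMSO replicate 2 and -0.086 without GSK-126 replicate 1. They were not past the threshold without DMSO replicate 1 (-0.29) or GSK-126 replicate 3 (-0.16). With the block they had an adjusted p of 0.066 from camera with Benjamini-Hochberg adjustment. In block fits without 1 pair, they passed without pair 1 or pair 2. Without pair 3 they did not (-0.20, camera, Benjamini-Hochberg adjusted p = 0.337). Activity-regulated genes (19 tested, 12 higher) were at 0.12, with 0.39, 0.15 and -1.7e-04 in the pairs, and passed only without DMSO replicate 2 at 0.23 (adjusted p = 0.00118) or among genes with at least 10 counts in every library, and were at -0.053 without DMSO replicate 1. Astroglial markers (14 genes, 7 higher) were at 0.0071, but at -0.43 without GSK-126 replicate 1, -0.28 without DMSO replicate 2 and 0.44 without DMSO replicate 1, each past the threshold. Gfap was at 1782 and 1980 CPM with DMSO and GSK-126, Aqp4 at 1223 and 1134 CPM and Slc1a3 at 925 and 863 CPM, so astroglial transcripts were abundant in both groups. Oligodendrocyte lineage markers (13 genes, 7 higher) were at 0.042, and at -0.053 without DMSO replicate 2 or GSK-126 replicate 1. Endothelial markers (7 genes, 5 higher) were at 0.23, with 0.40, 0.13 and -0.14 in the pairs and -0.050 without GSK-126 replicate 1. Of their single genes, 0 passed without the block, with 3, 0, 0, 0 and 4 at an unadjusted p under 0.05 in the activity-regulated, astroglial, oligodendrocyte, endothelial and GABAergic lists, and with the block 4, 2, 1, 0 and 3 passed. No biological explanation was tested for these lists.

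Among calls of the fit with the block with a mean log2 CPM over 1 and no overlap between the groups, the largest rises were those of Gm29100 (log2 fold change 1.45, with 1477 bp shared with Twist2 on the opposite strand), Ebf3 (1.36), Fibcd1 (1.24), Idi1 (1.21, with 323 bp shared with Gm48574) and Ptx3 (1.18). The largest falls were those of Sstr3 (-2.38), Egr4 (-2.37), Slc16a11 (-1.99), Rasal1 (-1.96) and Gm15336 (-1.83, with 106 bp shared with Arhgap26), in edgeR's quasi-likelihood test with the block. Slc17a7, whose groups overlap, fell by 1.95 in that fit. In block fits without 1 pair, the calls of Sstr3, Rasal1 and Gm15336 were lost without pair 2 and that of Gm29100 without pair 1 or pair 2. Without the block, Egr4 was at -1.37 without DMSO replicate 2 and -3.55 without GSK-126 replicate 2, where all libraries gave -2.30, and Gm15336 at -1.12 without DMSO replicate 2 against -1.94. Of the other genes the paper names, Wnt7a, Olfm3, Nptxr and Zic1 were lower with the block and past the threshold, with values of -1.19, -1.35, -0.86 and -0.31. Zic1 shares 60 bp with Zic4 on the opposite strand. Without the block, leaving out DMSO replicate 2 moved Olfm3 to -0.89, Nptxr to -0.49 and Zic1 to -0.15, and leaving out GSK-126 replicate 1 moved Zic1 to -0.20. Cbln3 (-0.90, and without the block -0.30 without DMSO replicate 2 and -1.45 without GSK-126 replicate 2) was lower and Cdkn2a (0.81, and 0.50 without the block and without GSK-126 replicate 3) higher with the block, both past the threshold. The call of Cdkn2a was lost in block fits without pair 1 or pair 3, and that of Zic1 without pair 3. Myc, Nfib, Tubb5, Gli2, Slc17a6, Ezh1, Kdm6a, Kdm6b and Zic2 did not pass with the block in edgeR, with log2 fold changes between -0.25 and 0.39. Of these, Tubb5 passed in DESeq2 with the block (Benjamini-Hochberg adjusted p = 0.0391) and Kdm6a in the edgeR block fit without pair 3 (-0.36, Benjamini-Hochberg adjusted p = 0.0450). Kdm6b shares 286 bp with Kdm6bos on the opposite strand.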
